# Parallels and contrasts between the cnidarian and bilaterian maternal-to-zygotic transition are revealed in *Hydractinia* embryos

**DOI:** 10.1371/journal.pgen.1010845

**Published:** 2023-07-13

**Authors:** Taylor N. Ayers, Matthew L. Nicotra, Miler T. Lee

## Abstract

Embryogenesis requires coordinated gene regulatory activities early on that establish the trajectory of subsequent development, during a period called the maternal-to-zygotic transition (MZT). The MZT comprises transcriptional activation of the embryonic genome and post-transcriptional regulation of egg-inherited maternal mRNA. Investigation into the MZT in animals has focused almost exclusively on bilaterians, which include all classical models such as flies, worms, sea urchin, and vertebrates, thus limiting our capacity to understand the gene regulatory paradigms uniting the MZT across all animals. Here, we elucidate the MZT of a non-bilaterian, the cnidarian *Hydractinia symbiolongicarpus*. Using parallel poly(A)-selected and non poly(A)-dependent RNA-seq approaches, we find that the Hydractinia MZT is composed of regulatory activities similar to many bilaterians, including cytoplasmic readenylation of maternally contributed mRNA, delayed genome activation, and separate phases of maternal mRNA deadenylation and degradation that likely depend on both maternally and zygotically encoded clearance factors, including microRNAs. But we also observe massive upregulation of histone genes and an expanded repertoire of predicted H4K20 methyltransferases, aspects thus far particular to the Hydractinia MZT and potentially underlying a novel mode of early embryonic chromatin regulation. Thus, similar regulatory strategies with taxon-specific elaboration underlie the MZT in both bilaterian and non-bilaterian embryos, providing insight into how an essential developmental transition may have arisen in ancestral animals.

## Author summary

Eggs are preloaded with genetic instructions encoded as mRNA, which not only drive the first stages of embryogenesis, but also induce the production of new mRNA from the embryonic genome that supplant the egg-inherited ones. Many different species undergo this process, but the extent to which they share common mechanisms to regulate the transition from egg to embryonic mRNA is still unclear, especially among very distant animal relatives to humans. We have investigated this transition in Hydractinia, a representative of the Cnidaria phylum that also includes jellyfish and sea anemones. Using optimized methods to measure mRNA quantities during early Hydractinia development, we find an overall trajectory of mRNA change closely resembling what occurs in embryos of more commonly studied animals, as well as evidence for similar mechanisms regulating these changes. However, we also uncovered surprising patterns of gene expression for chromosome structural genes (histones) and enzymes that chemically modify them, suggesting that Hydractinia embryos regulate their genomes in a novel way compared to what has previously been observed. Our findings provide insight into how our common animal ancestor may have regulated early development, but also reveal a new aspect of gene regulation that warrants further investigation in other contexts.

## Introduction

Across sexually reproducing organisms, the earliest stages of embryonic development are guided by cellular components inherited from the egg, including a large maternal RNA contribution. Eventually, new RNA are transcribed from the embryonic genome that will supplant the maternal RNA and assume developmental control as the embryo proceeds through stem cell induction and gastrulation. This maternal-to-zygotic transition (MZT) comprises two activities: the activation of the embryonic genome (zygotic genome activation, ZGA) and the removal of the maternal RNA contribution (maternal clearance), which combine to reprogram the embryonic transcriptome away from an egg identity to an embryonic stem cell identity [1]. The regulatory logic and molecular bases for these processes remain to be fully deciphered.

Inquiry into the animal MZT has focused primarily on one side of the animal phylogeny, the bilaterians. Investigations in classical model bilaterian embryos, including sea urchin, Drosophila, *C*. *elegans*, Xenopus, zebrafish, and mouse has revealed wide divergence in the timing and mechanisms underlying events of the MZT, though some common themes have emerged (reviewed in [1,2]). In many of these animals, genome activation occurs only after a period of transcriptional quiescence following fertilization [3,4]. For faster-dividing taxa such as Drosophila, Xenopus, and zebrafish, an initially unfavorable concentration of transcriptional repressors relative to the quantity of DNA (the nucleocytoplasmic ratio) must first be overcome by undergoing several rounds of genome replication [4–8]. This effect is at least partly achieved by maternally derived histone proteins, which have been found to contribute to genome activation repression [9–13]. Genome activation is gradual in these taxa, starting with activation of a smaller subset of genes during cleavage and early blastula stages, then growing to encompass up to one-third of the genes in the genome by early gastrula stages [1].

Maternal activators can also need time to gain competence. A large portion of the maternal contribution is stored in the oocyte with short poly(A) tails, and cytoplasmic readenylation of these mRNA is triggered only after fertilization or egg activation [14–16], which then facilitates increased translation of these messages [16–19]. Key maternal transcription factor mRNA are among the transcripts experiencing readenylation, and post-transcriptional regulation of these along with chromatin modifying factors also contributes to the timing of genome activation and embryonic transcriptome reprogramming [17,18].

Many maternal mRNA will also undergo regulated clearance through translation repression, decapping, deadenylation, and nucleolytic degradation [20,21]. Intrinsic features are correlated with differential maternal mRNA stability, including the frequency of rare codons [22,23] and the presence of the covalent RNA base modifications N6-methyladenosine (m^6^A) and 5-methylcytosine (m^5^C) [24–26]. RNA-binding proteins (RBPs) play major roles in mediating clearance, such as Smaug, Pumilio and BRAT in Drosophila [27–30], and AU-rich element binding proteins across multiple species [31–34], recognizing target mRNA via sequence and structural elements encoded in their 3’ untranslated regions (3’ UTRs). microRNAs have also emerged as maternal clearance regulators in zebrafish (miR-430), Xenopus (miR-427), and Drosophila (miR-309) [35–38]. These and other factors recruit deadenylation machinery such as CCR4-NOT [39] and PARN [40].

The extent to which these regulatory themes and mechanisms are shared with non-bilaterian animals is still largely unknown. In the ctenophore *Mnemiopsis leidyi*, genome activation and maternal clearance were inferred to occur within three cell cycles after fertilization, according to an RNA-seq timecourse [41]. Among cnidarians, transcriptomic profiling has detected hundreds of genes up- and down-expressed in embryonic stages spanning gastrulation in the coral species *Acropora digitifera*, *Favia lizardensis*, *Ctenactis echinata* [42–44], *Acropora millepora* [45] and *Montipora capitata* [46]. In the starlet sea anemone *Nematostella vectensis*, a major wave of gene activation occurs between the early and mid-blastula stages, with potentially some genes activating earlier, while 15% of the maternal contribution declines [47], implying that both genome activation and maternal clearance are occurring at similar early embryonic stages to many egg-laying bilaterians.

A major shortcoming of these previous studies is the use of poly(A)+ transcriptomic methods, which cannot distinguish changes in poly(A) tail length from changes in mRNA levels and underestimate the expression of non-adenylated transcripts [2,48,49]; thus, the magnitude and timing of the MZT in any cnidarian remain to be clarified. As Cnidaria is the sister phylum to Bilateria, it occupies a valuable taxonomic position to infer regulatory features of an ancestral animal from which derived mechanisms in extant taxa may have originated [50].

Here, we precisely measure the timing and extent of the MZT in the colonial hydrozoan *Hydractinia symbiolongicarpus*. Hydractinia is a cnidarian model for the study of regeneration, immunology, and more recently embryonic development among other topics [51]. Unlike many other cnidarians, Hydractinia can be induced to spawn regularly to produce large numbers of embryos amenable to experimentation. After fertilization, symmetric cleavages form a transient 16-cell blastula at ~2 hours post fertilization (h.p.f.) prior to the onset of gastrulation [52]. Genome activation has been estimated to occur by the 64-cell stage by nuclear staining for 5-Ethynyl Uridine (EU) incorporation into nascent RNA [53]. The *H*. *symbiolongicarpus* transcriptome has previously been profiled in adult tissues [54,55] and germ cells [56] and a recent genome assembly available on the Hydractinia Genome Project Portal (https://research.nhgri.nih.gov/hydractinia/) has begun to accelerate further genomic inquiry.

We have generated an RNA-seq timecourse of *H*. *symbiolongicarpus* embryonic development, using both poly(A) selection and a custom-made ribosomal RNA (rRNA) depletion strategy to measure RNA levels independent of poly(A) tail length. We find that a large wave of maternal mRNA polyadenylation precedes genome activation in the early embryo. Transcription of histone genes overwhelmingly dominates the first phase of genome activation, leading to an 18-fold increase in histone mRNA concentration by 4 h.p.f. in the early gastrula, a magnitude not previously observed in other taxa. Transcriptional activation is also detected for thousands of genes that are already maternally provided, in addition to transposon-related sequences and 22 different predicted histone H4 lysine 20 (H4K20) methyltransferases, which suggests that dynamic H4K20 methylation may contribute to embryonic chromatin reprogramming during the MZT. Maternal mRNA clearance by deadenylation is detected in waves starting at 2 h.p.f., but degradation is delayed until after genome activation. Finally, we provide computational evidence that de novo transcribed miRNAs may contribute to the clearance of a small number of maternal mRNA. Our findings reveal strong parallels between the cnidarian and model bilaterian MZT, suggesting that shared gene regulatory paradigms underlie early embryogenesis programs across the animal tree.

## Results

### The Hydractinia maternal mRNA contribution undergoes extensive poly(A) tail length changes, prior to genome activation

To determine the timing of genome activation in Hydractinia, we needed to ensure that we could distinguish changes in absolute mRNA levels from changes in poly(A) tail length in the early embryo. To this end, we designed custom *H*. *symbiolongicarpus* antisense oligomers for rRNA-depletion RNA-seq, with the aid of our Oligo-ASST tool [49], targeting empirically determined nuclear and mitochondrial rRNA sequences (S1A–S1D Fig and S1, S2 Tables). We then performed RNA-seq on unfertilized eggs, fertilized eggs (0.5 h.p.f.), and embryos every hour from 1 to 7 h.p.f. at 23°C, spanning the onset of gastrulation [52] (Fig 1A). Both rRNA-depleted and poly(A)+ libraries were built in parallel for each sample. 

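RNA of unfertilized eggs and whole embryos was counted in 25 poly(A)+ and 18 rRNA-depleted libraries, larval and treated samples included. Poly(A)+ libraries hold RNA captured by its poly(A) tail, and rRNA-depleted libraries hold RNA kept after ribosomal RNA is removed, with or without a tail. Both types had 3 egg libraries, 2 libraries each at 2, 3 and 4 h.p.f., and 1 each at 0.5, 1, 5 and 6 h.p.f. At 7 h.p.f. there were 2 poly(A)+ libraries and 1 rRNA-depleted library, and the larval stages at 24, 48 and 72 h.p.f. had 2 poly(A)+ libraries each. The replicate letters in the sample labels stand for clutches, taken here as separate spawnings. Total counts in the poly(A)+ egg libraries ranged from 20530018 to 30039253 (median 20670727). They were 27970146 at 0.5 h.p.f., 32015950 at 1 h.p.f., 17962483 and 23310315 at 2 h.p.f., 19653440 and 25150384 at 3 h.p.f., and 18286267 and 28743426 at 4 h.p.f. The 5 and 6 h.p.f. libraries were shallower at 3107656 and 4776111, and those at 7 h.p.f. held 5262052 and 16744839. The larval libraries ranged from 10802825 to 16424658. The rRNA-depleted egg libraries held 11339456 to 16824395 counts (median 11672764). The totals were 3503029 at 0.5 h.p.f., 13021273 at 1 h.p.f., 18025271 and 20436675 at 2 h.p.f., 13254416 and 20464345 at 3 h.p.f., and 11263759 and 18200667 at 4 h.p.f. At 5, 6 and 7 h.p.f. they fell to 3623415, 3925533 and 4426283. The authors trimmed the reads and assigned them with kallisto to the protein-coding transcripts of Hsym v1.0, which gives estimated counts for 22022 gene models. Reads that fit several transcripts are shared out as fractions, and 18.7% of the values are not whole numbers. Among the gene models, 619 fall in 209 groups whose counts are the same in every library, so a single sequence can be counted several times. The counts were rounded and tested with edgeR's quasi-likelihood F test, which is two-sided, after TMM normalization. Each library type was fitted by itself, over 18928 genes in poly(A)+ and 15944 genes in rRNA-depleted libraries with at least 10 counts summed over the libraries. A gene is called higher or lower at an adjusted p under 0.05, and DESeq2 was run beside it. Stages with 1 library are tested on the assumption that a lone library varies as the replicated stages do. TPM were computed from the counts and the coding lengths. No gene positions come with the counts, and the first part of each identifier names its scaffold.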

As a reference for later development, we additionally constructed poly(A)+ libraries during larval stages, 24, 48, and 72 h.p.f.

**Fig 1:**
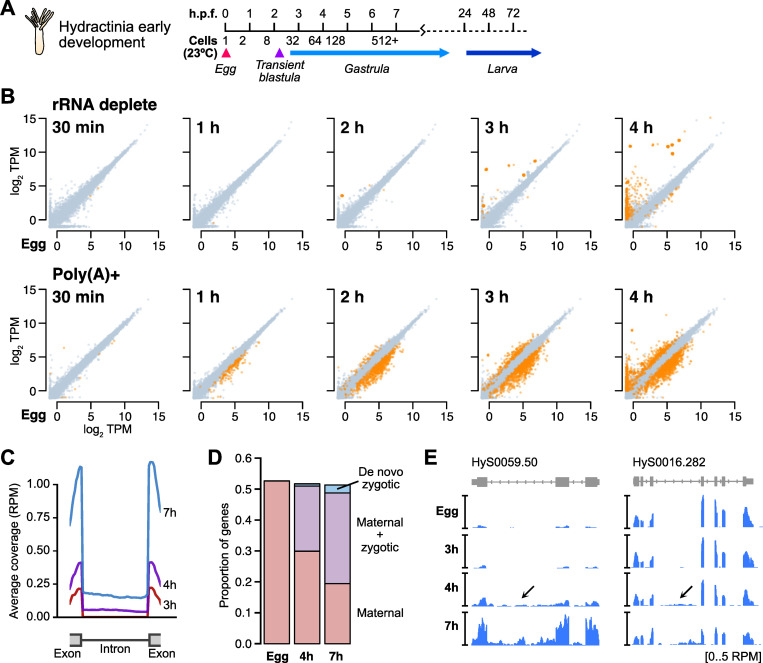
RNA-seq with rRNA depletion reveals the timing and extent of genome activation. **(A)** Schematic of Hydractinia embryonic development comparing hours post fertilization (h.p.f.) with approximate cell count, based on Kraus et al [52]. Gastrulation likely completes prior to 20 h.p.f. **(B)** Biplots of log_2_ TPM RNA-seq expression levels between unfertilized eggs (x axis) and subsequent developmental time points. Top panels represent RNA-seq with rRNA depletion, bottom panels represent RNA-seq with poly(A)+ selection. Genes >2-fold significantly different (DESeq2 adjusted P < 0.05, TPM > 1) are highlighted in orange. **(C)** Meta plots of rRNA-depleted RNA-seq coverage over introns of activated genes, as measured 3, 4, and 7 hours post fertilization. **(D)** Stacked barplots showing the proportion of annotated genes at different time points that are maternally provided with no additional activation (pink), maternally provided with additional expression from the embryonic genome (purple), and de novo transcribed in the embryo (blue). **(E)** Browser tracks showing rRNA-depleted RNA-seq intronic coverage appearing at 4 hours post fertilization (arrows). TPM = transcripts per million. RPM = reads per million.

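Of all gene models, 17405 (79.0%) had a mean of 1 TPM or more at an untreated stage in one of the library types. At a minimum of 5 TPM, 14069 (63.9%) did, and 17783 (80.8%) reached 1 TPM in at least 1 single library. The profiles behind these counts differ widely. Etv3 (HyS0030.200), a transcription factor, had 166 ± 4.92 TPM in poly(A)+ egg libraries (SD, n = 3) and 0.757 ± 0.641 TPM (SD, n = 2) at 24 h.p.f.. The forkhead-domain gene HyS0062.47 went the other way, from 0.390 ± 0.133 TPM in the egg (SD, n = 3) to 492 ± 32.7 TPM (SD, n = 2) at 7 h.p.f. in the same library type. A mean over 1 library at some stages makes the count depend on the depth of that library.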

We found expression evidence for ~18,000 Hsym v1.0 protein-coding genes at ≥1 transcript per million (TPM) in at least one timepoint. In the unfertilized egg, 11,853 genes are expressed ≥1 TPM (S3 Table), indicating that the maternal contribution spans ~54% of annotated genes, comparable to other animals [1].

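In the egg, 11111 genes had a mean of 1 TPM or more in poly(A)+ libraries and 11386 in rRNA-depleted libraries, each over 3 libraries. In both types 11004 genes passed, and in either type 11493 did. A minimum of 1 TPM in any single egg library gave 11828 genes, or 53.7% of the gene models. Of the transcription factors that Fig 4B shows for their egg levels, Rfx7 (HyS0003.78) had 368 ± 44.2 TPM in poly(A)+ and 399 ± 40.5 TPM in rRNA-depleted egg libraries (SD, n = 3 each). E2f2 (HyS0045.22), a cell cycle transcription factor, had 348 ± 55.7 TPM and 521 ± 46.3 TPM in the same libraries. At 5 TPM or more, 9938 genes remained in poly(A)+ and 10326 in rRNA-depleted egg libraries.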

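In rRNA-depleted libraries, edgeR called no gene different from the egg at 0.5 or 1 h.p.f., though levels of single maternal genes lay somewhat above or below those of the egg. Maternal HyS0034.48, a predicted H4K20 methyltransferase, had 168 ± 30.4 TPM in the egg (SD, n = 3), 202 TPM at 0.5 h.p.f. and 181 TPM at 1 h.p.f. Sox4 (HyS0005.469), a transcription factor, had 180.3 ± 16.9 TPM in the egg (SD, n = 3), then 162 TPM and 154 TPM at the same stages. At 0.5 h.p.f. edgeR called 0 genes higher and 0 lower than in the egg, with 221 higher and 377 lower at an unadjusted p under 0.05, where DESeq2 called 0 and 2. At 1 h.p.f. edgeR again called 0 and 0, with 87 higher and 109 lower at an unadjusted p under 0.05, and DESeq2 called 0 and 1. Both stages have 1 library, so their spread is taken from the other stages.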

In the rRNA-depleted libraries, the transcriptomes are nearly identical until 2 h.p.f. (8–16 cells), when we first see subtle activation of 20 genes (Fig 1B, top and S1, S4, S5 Tables) (here and henceforth, we use the terms “activate” and “activation” to mean transcriptional activation). This confirms that *H*. *symbiolongicarpus* embryos indeed undergo delayed genome activation, similar to most bilaterian animals [1]. In contrast, in the poly(A)+ libraries, 471 genes have significantly higher read counts at 2 h.p.f. compared to egg stage by DESeq2 (adjusted *P* < 0.05), and 1331 genes have significantly lower counts (Fig 1B, bottom). 

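At 2 h.p.f. a histone H4 gene, HyS0385.3, had the clearest increase over the egg in rRNA-depleted libraries. Its sequence is shared by 18 gene models with the same counts, and summed over these it had 2.411 ± 0.359 TPM in the egg (SD, n = 3) and 122 ± 22.4 TPM (SD, n = 2) at 2 h.p.f.. With identical gene models summed, its log2 fold change was 5.63 (standard error 0.59, adjusted p = 0.0160 from edgeR), and DESeq2 gave an adjusted p of 5.74e-18. Other histone genes of the same cluster changed less as a ratio to the egg: HyS0051.4, with 39 copies, had a log2 fold change of 0.31 (standard error 0.16, adjusted p = 1 from edgeR). HyS0051.1, with 27 copies, had 0.32 (standard error 0.25, adjusted p = 1 from edgeR). Over all copies they went from 2105.7 ± 366.6 and 922.8 ± 234.7 TPM (SD, n = 3) to 2588.0 ± 324.3 and 1142.6 ± 421.2 TPM (SD, n = 2). These differences exceed that of HyS0385.3 in TPM, while those of HyS0051.5 and HyS0385.10 are smaller. With SDs of similar size, a rise of HyS0051.4 and HyS0051.1 by 2 h.p.f. stays undecided. Gene model by gene model, edgeR called 0 genes higher and 0 lower, with 112 higher and 50 lower at an unadjusted p under 0.05, and DESeq2 called 20 higher and 3 lower. With clutch as a block edgeR called 20 higher, without the 2 h.p.f. library of clutch A it called 1, and without a minimum on the counts it called 19. The block fits at 2, 3 and 4 h.p.f. held only the libraries up to 4 h.p.f., so they differ from the main fit in more than the block. In data simulated from these libraries, edgeR recovered 66% of genes changed 2-fold and 84% of those changed 4-fold. The changed genes had a mean of at least 10 counts in the egg, so this does not cover genes that start near 0.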

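In poly(A)+ libraries at 2 h.p.f., 225 genes were higher and 984 lower than in the egg by edgeR, and 475 and 1335 by DESeq2. HyS0042.69, which the paper uses as its example of clearance in Fig 5C, fell from 108 ± 7.02 TPM in the egg (SD, n = 3) to 33.1 ± 7.22 TPM (SD, n = 2). Its log2 fold change was -1.72 (standard error 0.18, adjusted p = 5.53e-06 from edgeR). HyS0992.2 fell from 2.81 to 0.0890 TPM, a log2 fold change of -4.77 (standard error 1.28, adjusted p = 0.0287 from edgeR). Among the genes that rose, HyS3782.4 had 0 counts in the 3 egg libraries and 8.11 TPM at 2 h.p.f. (adjusted p = 8.35e-05 from edgeR). HyS1102.4, also at 0 counts in the egg, had 0.476 TPM (adjusted p = 0.0186 from edgeR). More than 2-fold, 60 genes were higher and 616 lower. With clutch as a block, in a fit of the libraries up to 4 h.p.f. only, edgeR called 1021 higher and 2041 lower. Over the compared groups alone it called 344 higher. The count of higher genes was 112 and 93 without the 2 h.p.f. library of clutch A or C, and 124, 142 and 149 without the egg library of clutch A, C or D, while 596 were lower without the 2 h.p.f. library of clutch A.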

Taken together with the rRNA-depletion libraries, which were each built in parallel on the same biological samples as the poly(A)+ libraries, we conclude that changes in poly(A) tail length are driving most of the measured transcriptome changes by 2 h.p.f. This indicates that cytoplasmic readenylation of the maternal contribution, previously observed across bilaterian embryos, also occurs in a cnidarian embryo, along with what is likely deadenylation of another subset of mRNA as part of the onset of maternal clearance.

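The genes that rose or fell in poly(A)+ libraries at 2 h.p.f. had, as groups, almost no change in rRNA-depleted libraries. The 225 higher genes had a median log2 fold change of 0.76 in poly(A)+ and 0.01 in rRNA-depleted libraries, where their quartiles were -0.05 and 0.07. For the 984 lower genes the medians were -1.15 and 0.01, with rRNA-depleted quartiles of -0.04 and 0.06. The difference between the library types was tested gene by gene as an interaction in edgeR, over 43 libraries. At 2 h.p.f. it called 117 genes relatively higher and 674 relatively lower in poly(A)+. These include 113 of the 225 higher genes (50.2%) and 674 of the 984 lower genes (68.5%). HyS0020.263, a predicted glutamate receptor, fell from 16.4 ± 2.58 to 2.95 ± 0.223 TPM in poly(A)+ libraries (SD, n = 3 and 2) and went from 60.9 ± 5.31 to 61.5 ± 1.140 TPM in rRNA-depleted libraries. With the sample behind each of the 18 pairs of libraries as a block, 758 genes were relatively higher and 1531 relatively lower, DESeq2 called 285 relatively higher, and 74 were relatively higher without the poly(A)+ library of clutch A at 2 h.p.f. From changes in poly(A)+ counts without a like change in rRNA-depleted counts of the same samples, the paper concludes that poly(A) tail length drives most of the measured changes by this stage.

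**Figure D1:**
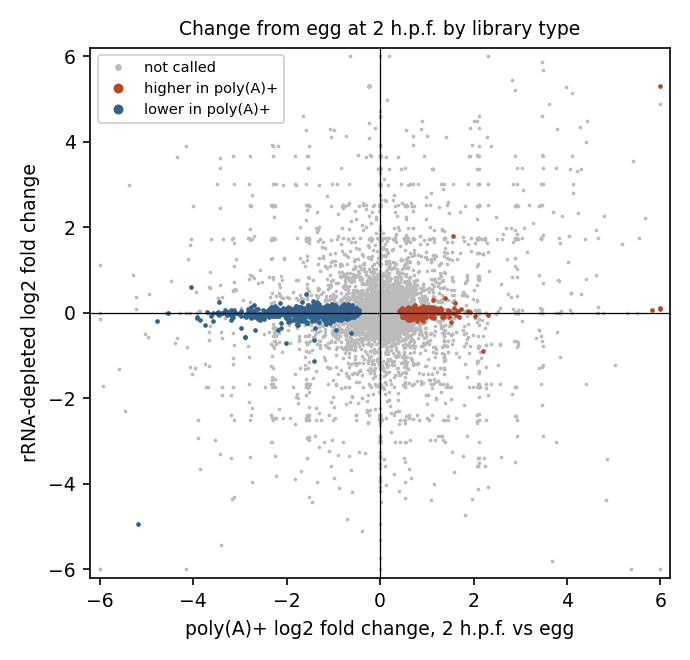
Log2 fold change at 2 h.p.f. against the egg in poly(A)+ libraries (horizontal axis) and in rRNA-depleted libraries (vertical axis). Each point is a gene tested in both library types, and genes called higher or lower in poly(A)+ libraries by edgeR are coloured; values beyond 6 in size are drawn at the edge. The coloured genes spread along the horizontal axis, with medians of 0.76 and -1.15, and lie around 0 on the vertical axis.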

By 3 h.p.f. (32–64 cell early gastrula), >2500 genes have significant differences in the poly(A)+ libraries (1016 genes increasing, 1656 genes decreasing), but the rRNA-depleted libraries show only 151 genes whose levels have significantly increased, reflecting the progression of genome activation. 

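At 3 h.p.f. edgeR called 59 genes higher and 5 lower than in the egg in rRNA-depleted libraries. Over the compared groups alone, where fewer libraries set the spread, the counts were 24 and 0. The 59 hold only 7 distinct sets of counts. Of these sets 2 are histone sequences of the cluster on HyS0385, with 51 gene models, and 5 are not of that cluster. HyS0385.3, the histone H4 gene, went from 2.411 to 1439 ± 798 TPM over all copies (SD, n = 2), a log2 fold change of 9.21 with copies summed (standard error 0.57, adjusted p = 3.34e-05 from edgeR). The histone gene HyS0051.5, with 33 copies, had 7.95 ± 12.1 TPM in the egg (SD, n = 3) and 114 ± 5.95 TPM (SD, n = 2), with an adjusted p of 0.0174 from edgeR gene model by gene model and 0.187 with copies summed. HyS0013.319 fell from 46.9 to 12.0 TPM, a log2 fold change of -1.94 (standard error 0.23, adjusted p = 0.00234 from edgeR). With poly(A)+ selection 726 genes were higher and 1281 lower, among them HyS0012.87, which fell from 44.3 to 1.18 TPM (log2 fold change -5.21, standard error 0.35, adjusted p = 2.73e-08 from edgeR). DESeq2 called 151 higher and 10 lower in rRNA-depleted and 1023 and 1660 in poly(A)+ libraries, and with clutch as a block edgeR called 1742 and 2397 in poly(A)+. Leaving out the 3 h.p.f. library of clutch A or C, or the egg library of clutch A or D, left 24, 27, 25 and 25 genes higher in rRNA-depleted libraries; the poly(A)+ count was 339 and 402 without the 3 h.p.f. library of clutch A or C, and 433, 480 and 478 without the egg library of clutch A, C or D.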

And by 4 h.p.f., only 465 genes are significantly activated in the rRNA-depleted libraries, compared with 2152 genes up in the poly(A)+ libraries (Fig 1B, far right). Together, these data illustrate the scope of genome activation in Hydractinia, which begins in the blastula and ramps up as gastrulation proceeds, concurrent with a broader set of dynamic poly(A) tail length changes in the maternal contribution, similar to model bilaterians such as Drosophila and zebrafish.

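By 4 h.p.f. activation reached genes other than histones. In rRNA-depleted libraries edgeR called 471 genes higher and 81 lower than in the egg, and the 471 hold 294 distinct sets of counts, of which 6 belong to the HyS0385 histone sequences and account for 166 gene models. HyS0385.3 had 18151 ± 8869 TPM over its copies (SD, n = 2), with a log2 fold change of 13.16 (standard error 0.61, adjusted p = 6.75e-07 from edgeR, copies summed). Among poly(A)+ libraries 2112 genes were higher and 1580 lower. HyS0028.252 had 0 counts in the 3 poly(A)+ egg libraries and 24.6 TPM at 4 h.p.f. (adjusted p = 1.63e-05 from edgeR), and HyS0952.1 fell from 9.08 to 0.0388 TPM (log2 fold change -7.32, standard error 2.17, adjusted p = 0.0218 from edgeR). HyS0059.50, an example in Fig 1E, had 2.06 ± 0.118 TPM in the egg (SD, n = 3) and 7.73 ± 9.49 TPM (SD, n = 2) in poly(A)+ libraries, a log2 fold change of 2.00. That change was not called with clutch as a block and turned to -1.15 without the 4 h.p.f. library of clutch A. Fig 1E shows the gene by intronic coverage in rRNA-depleted libraries, which these counts on coding sequence do not measure. DESeq2 called 465 higher and 205 lower in rRNA-depleted and 2156 and 2055 in poly(A)+ libraries; without a minimum on the counts edgeR called 1642 and 1915 in poly(A)+, and 718 higher in rRNA-depleted libraries. Over the compared groups alone it called 234 higher and 41 lower in rRNA-depleted libraries, and 238 higher with identical gene models summed, an alternative chosen after seeing the data. The lower genes were 318 in rRNA-depleted and 3019 in poly(A)+ libraries with clutch as a block. Without the 4 h.p.f. library of clutch A, 279 genes were higher in rRNA-depleted and 857 in poly(A)+ libraries, and the 81 lower genes became 19 without that library, 122 without that of clutch C, and 48, 41 and 37 without the egg library of clutch A, C or D.

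**Figure D2:**
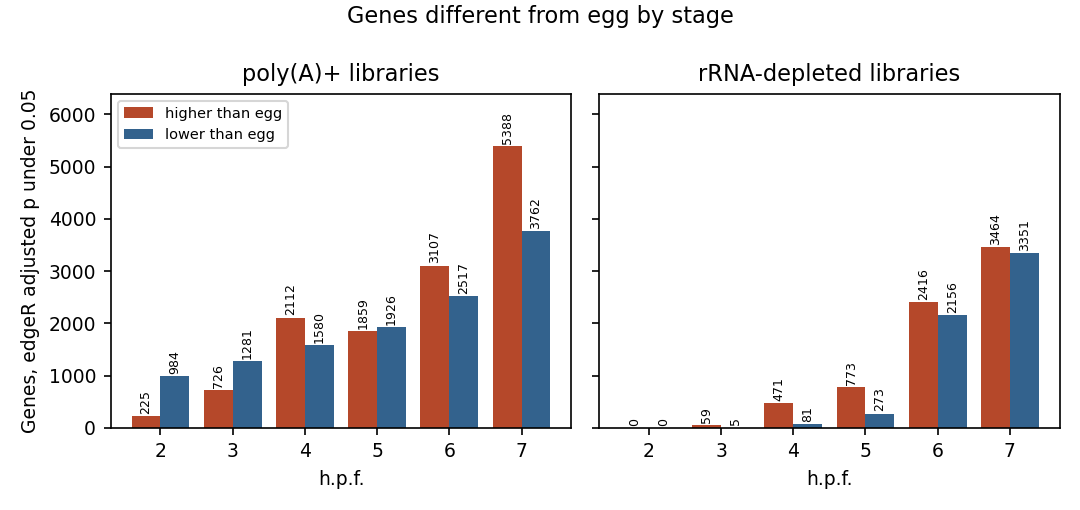
Number of genes called higher and lower than in the egg by edgeR at each stage from 2 to 7 h.p.f., in poly(A)+ and in rRNA-depleted libraries. The rRNA-depleted bars rise from 0 at 2 h.p.f. to 471 higher genes at 4 h.p.f., against 2112 in poly(A)+ libraries.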

### Thousands of re-activated maternal genes are revealed by intronic RNA-seq coverage

To detect subtler signals of embryonic genome activation, we quantified intronic sequencing read coverage. In other animals, a large proportion of de novo transcription at genome activation occurs for genes that already have a maternal RNA contribution, which can be difficult to dissect apart in RNA-seq data [2,18,31,48,57–59]. Previously, we demonstrated that RNA-seq reads mapping to intronic regions can detect de novo pre-mRNA production in maternal genes where increases in exonic read coverage are too modest to robustly quantify [18,59].

We aligned our rRNA-depleted libraries to the genome, then quantified reads mapping to exons versus introns. Intronic counts were defined as reads mapping uniquely and unambiguously within a gene’s boundaries, minus reads aligning any exon. Among significantly activated Hsym genes (DESeq2 adjusted *P* < 0.05) with minimal maternal contribution (< 0.5 TPM), we observe a bulk increase in both exonic and intronic RNA-seq coverage spanning exon-intron junctions starting at 4 h.p.f. (Figs 1C and S1E), indicating that we are able to detect pre-mRNA signal.

With our increased sensitivity, we found significant transcriptional activation at 4 h.p.f. of 4,647 genes (DESeq2 adjusted *P* < 0.05) that already had a maternal contribution (≥1 TPM in the egg) (Fig 1D and S1 Table), of which 98% failed to be detected using only exonic RNA-seq signal. By 7 h.p.f., this increases to a total of 6,490 maternal genes that are significantly re-expressed (Fig 1D, 1E). These data demonstrate that although the majority of de novo transcription comprises a small subset of highly activated genes detectable by exon level increases, genome activation is nonetheless widespread in Hydractinia, consistent with what has been observed in other animals.

### Arrays of histone genes activate first

To infer the functions of the most strongly activated genes in the *H*. *symbiolongicarpus* genome, we performed protein BLAST alignments against the UniProtKB/Swiss-Prot database to identify potential homologs. Nearly all of the earliest-activated genes appear to encode histone proteins: 18 of the 20 genes detected at 2 h.p.f. correspond to copies of the histone H4 gene, accompanied by a linker histone H1 gene and a repetitive sequence that may be misannotated as a protein-coding gene (S4 Table). 

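The histone H4 sequence that stands out at 2 h.p.f. is a single one in the counts. All 18 histone H4 gene models that DESeq2 called higher in rRNA-depleted libraries have the counts of HyS0385.3, so the 20 calls rest on 3 distinct sets of counts. With identical gene models summed, DESeq2 called 3 genes higher. Summed over the 18 copies, the egg libraries held 4.87 to 9.66 counts, and the 2 h.p.f. libraries 586 in clutch A and 393 in clutch C. No other sequence of the cluster was called at this stage: HyS0051.5, for instance, had 16.4 ± 6.63 TPM (SD, n = 2) at 2 h.p.f., with a log2 fold change of 1.17 (standard error 0.77, adjusted p = 1 from edgeR). HyS0051.3, with 17 copies, has the same coding length as HyS0385.3 (312 bases). Its log2 fold change at 2 h.p.f. was 0.36 (standard error 0.38), and edgeR did not call it. The gene models carry no names in the deposited counts, so their classes are taken from the paper. The class of HyS0051.3 was not determined, so the rise of HyS0385.3 is that of 1 sequence and is not read as a rise of all H4 mRNA.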

At 3 h.p.f., this expands to include 123 copies of histones H2A, H3, H4, and H1 linker, and 150 additional histone genes at 4 h.p.f. including H2B. Many of these histone genes are found clustered in large arrays across several different genomic scaffolds. 

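The 44 gene models on HyS0385 hold 7 distinct sets of counts, and 167 gene models on 24 scaffolds share one of them. HyS0051.3, with 17 copies and the coding length of HyS0385.3, had 1076 ± 198 TPM in rRNA-depleted egg libraries (SD, n = 3). At 3 h.p.f. it had 3460.4 ± 1430 TPM (SD, n = 2), with an adjusted p of 0.805 from edgeR with copies summed. By 4 h.p.f. it had 29159 ± 17509 TPM (SD, n = 2), a log2 fold change of 5.11 (standard error 0.42, adjusted p = 9.72e-05 from edgeR). HyS0033.2, with 32 copies, went from 1260.5 ± 113 TPM in the egg to 42581 ± 22448 TPM at 4 h.p.f., a log2 fold change of 5.43 (standard error 0.32, adjusted p = 5.95e-06 from edgeR). HyS0385.10, the 1 sequence without a copy elsewhere, had 0 counts in the egg and 9.70 ± 11.6 TPM (SD, n = 2) at 4 h.p.f. (adjusted p = 0.0747 from edgeR). Reads cannot be assigned to a single copy, so these values belong to each sequence as a whole.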

The largest cluster is on scaffold HyS0385 (Fig 2A), consisting of 44 predicted histone genes, interspersed with likely RNA Polymerase III transcribed genes (U1, U2, and 5S rRNA), similar to what has been found in sister species *H*. *echinata*, where evidence suggests there are in fact hundreds of tandemly duplicated histone clusters in the genome [60].

**Fig 2:**
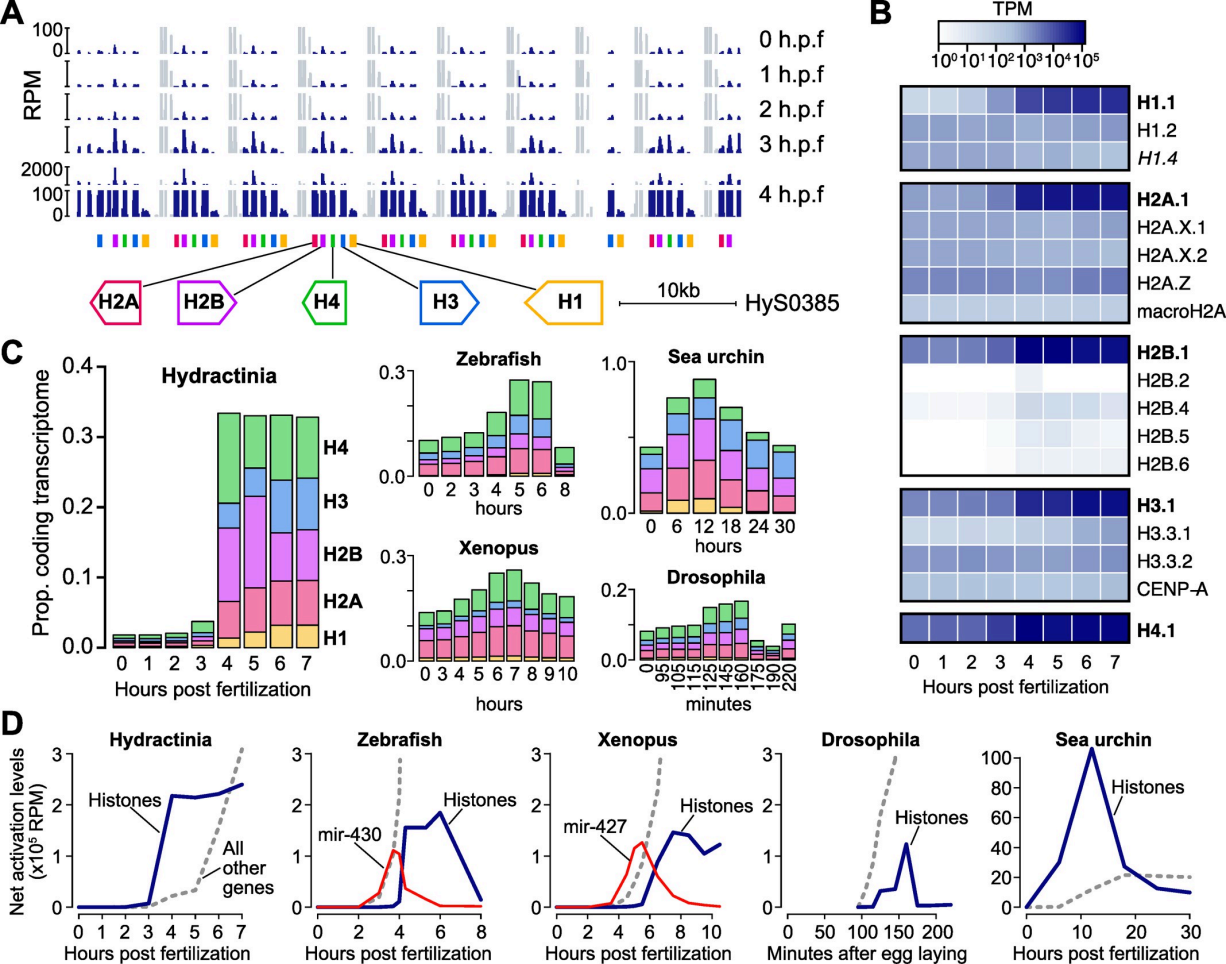
Histone genes are strongly activated early. **(A)** Browser tracks showing a cluster of tandemly repeated histone genes and the increase in RNA-seq coverage at 3–4 hours post fertilization (h.p.f.). The scale at 4 h.p.f. is discontinuous. Gray regions represent coverage of interspersed non-coding genes that are maternally provided. **(B)** Heatmap (log_10_ scale) showing strong expression increase of the core replication-dependent histones (bolded) over time. **(C)** Stacked barplots showing the proportion of the transcriptome that encodes each of the 5 histone classes (linker H1, H2A, H2B, H3, and H4) over time in embryos of Hydractinia (left) and four bilaterian species. **(D)** Net activation of all histones (blue lines) compared to all other genes (gray dashed lines) relative to maternal levels during early development in five species. Activation trajectories of microRNAs miR-430 and miR-427 are shown in red for zebrafish and Xenopus, respectively. TPM = transcripts per million, RPM = reads per million.

Although there is a maternal contribution of mRNA encoding all four core histone proteins and H1 summing to 1.8% of the egg transcriptome, total histone mRNA levels double by 3 h.p.f. and are 18-fold increased by 4 h.p.f., expanding to take up one-third of the embryonic protein-coding transcriptome (Fig 2B, 2C). This increase is primarily driven by activation of the core replication-dependent histones H2A.1, H2B.1, H3.1, H4.1 and H1.1, whose identities were determined by sequence homology to *H*. *echinata* [60] (Fig 2B and S1, S3 Tables).

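Histone sequences held a larger share of the rRNA-depleted counts at 4 h.p.f. than in the egg. The 44 gene models on HyS0385, taken to stand for the histone genes, held 0.0371% ± 0.00260 of the counts in the egg (SD, n = 3). They held 0.0467% ± 0.00289 at 2 h.p.f., 0.0900% ± 0.00829 at 3 h.p.f. and 1.25% ± 0.576 (SD, n = 2 each) at 4 h.p.f., which are 1.26, 2.42 and 33.8 times the egg's share. At 4 h.p.f. the share was 1.66% in clutch A and 0.846% in clutch C. It was 1.79%, 1.59% and 1.62% at 5, 6 and 7 h.p.f., in 1 library each. With every copy of these sequences on other scaffolds included, the share of counts was 0.135% in the egg and 4.64% at 4 h.p.f. The share of TPM, which divides by length, was 0.538% ± 0.0411 in the egg (SD, n = 3), 1.34% ± 0.169 at 3 h.p.f. and 15.4% ± 5.91 (SD, n = 2 each) at 4 h.p.f., or 28.7 times that of the egg. At 5 h.p.f. it reached 20.6%. With poly(A)+ selection the 44 gene models held 0.000670% ± 7.68e-05 in the egg (SD, n = 3) and 0.00616% ± 0.00569 (SD, n = 2) at 4 h.p.f.. Every library at 2, 3 and 4 h.p.f. lay above every egg library in the rRNA-depleted type (two-sided exact permutation test, p = 0.1 at each stage, the smallest that 3 libraries against 2 allow). Histone variants and histone genes outside these sequences are not in the sums.

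**Figure D3:**
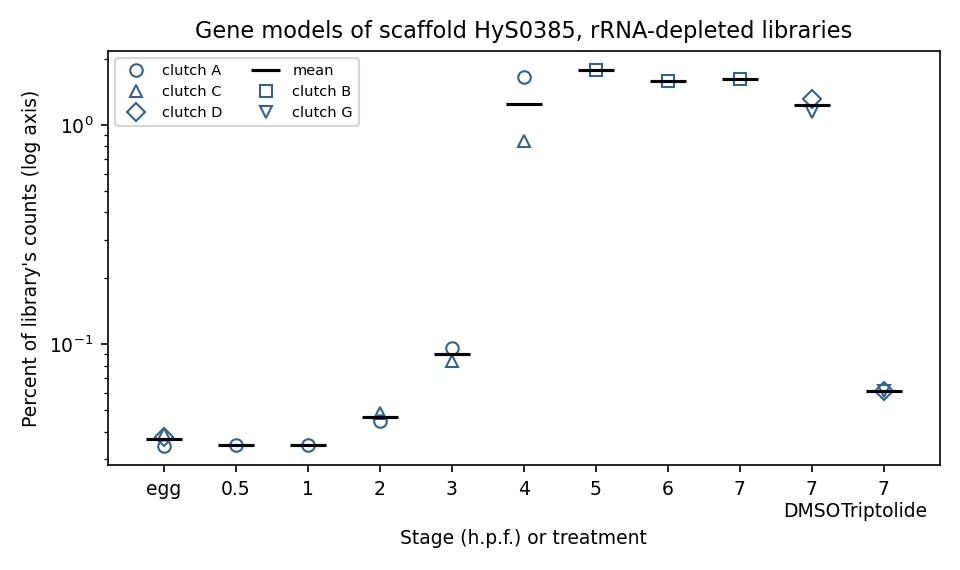
Share of the counts held by the 44 gene models on HyS0385 at each stage and treatment, as a percent on a log axis, in rRNA-depleted libraries. Points are single libraries, shaped by clutch, and bars are means. The rRNA-depleted mean rises from 0.0371% in the egg to 1.25% at 4 h.p.f.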

Upregulation of histone mRNA expression in the early embryo has been observed in other taxa [61,62], but to more comprehensively compare these trends, we quantified histone expression in published RNA-seq embryonic datasets also built using rRNA depletion [63–67], since replication-dependent histones lack poly(A) tails (Fig 2C, 2D and S6, S7 Tables). We find that *H*. *symbiolongicarpus* is notable for having such a low starting concentration of maternal histone mRNA, followed by a massive increase at the onset of genome activation. In zebrafish, Xenopus, and Drosophila, maternal histone mRNA levels are higher and increases seem to occur only after the major wave of genome activation has begun, whereas in *H*. *symbiolongicarpus* histone mRNA transcription seems to precede strong activation of other genes. In contrast, the initial burst of transcription in zebrafish and Xenopus embryos is focused on a different highly multi-copy gene locus, the microRNA *mir-430* and *mir-427* clusters, respectively (Fig 2D). Sea urchin (*Strongylocentrotus purpuratus*) embryos also appear to transcribe histones first (Fig 2D), though they reportedly lack a transcriptionally quiescent phase prior to genome activation [1,68].

Prior to the transcriptome dominance by the core histone mRNA, some histone variants are relatively more prevalent in the maternal contribution, including H2A.Z, H2A.X, H3.3, and H1.2 (Fig 2B). Of note, we identified a predicted additional maternal H1 variant not previously annotated in *H*. *echinata*, which we named H1.4 according to the *H*. *echinata* nomenclature [60] (*H*. *echinata* H1.3 is thought to be a pseudogene and does not have a match in the *H*. *symbiolongicarpus* Hsym v1.0 transcriptome). H1.4 has BLAST protein similarity to *Hydra vulgaris* H1A-like (XP_047140340.1, E = 2x10^-15^) and in the current genome assembly is encoded as two identical 3-exon genes (HyS0030.125 and HyS2746.2). 

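H1.4, a maternal linker histone variant, is listed as HyS0030.125 and HyS2746.2, whose counts are the same in every library. The TPM of H1.4 given here are per gene model and not summed over both. In rRNA-depleted libraries H1.4 had 376 ± 38.5 TPM in the egg (SD, n = 3), 392 ± 1.28 TPM at 3 h.p.f. and 318 ± 26.4 TPM (SD, n = 2 each) at 4 h.p.f.. The single libraries at 5, 6 and 7 h.p.f. gave 322, 224 and 193 TPM. Against the egg, the log2 fold change at 4 h.p.f. was 0.12 (standard error 0.12, adjusted p = 0.936 from edgeR), and at 7 h.p.f. it was -0.60 (standard error 0.17, adjusted p = 0.0136 from edgeR). H1.4 in poly(A)+ libraries had 613 ± 41.1 TPM in the egg (SD, n = 3), 533 ± 70.8 TPM at 7 h.p.f. and 9.73 ± 0.631 TPM (SD, n = 2 each) at 24 h.p.f., with a log2 fold change of -5.45 at 24 h.p.f. (standard error 0.22, adjusted p = 9.33e-13 from edgeR). TPM are shares of the whole, so they fall as histone mRNA expands, while the log2 fold changes are scaled by TMM. With RLE in place of TMM the change at 7 h.p.f. was -0.42 and was not called.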

Its mRNA levels decline ~2-fold after genome activation (Figs 2B and S2).

These data demonstrate that the initial phase of transcriptome remodeling at the Hydractinia maternal-to-zygotic transition is driven by a major increase in histone mRNA concentrations in a pattern unlike what we observe in model bilaterians, which perhaps correlates with a unique mode of chromatin remodeling activity in the developing Hydractinia embryo.

### Twenty-two predicted H4K20 methyltransferase also activate early

Besides histone mRNA, the majority of other strongly activated genes by 4 h.p.f. seem to correspond to retrovirus-related open reading frames, e.g. HyS4714.1, HyS4716.1, and HyS4654.1 (S4 Table), suggesting early activation of transposable element expression at genome activation, as has been observed in other taxa [69]. 

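All 3 retrovirus-related genes named here were near 0 in the egg and rose by 4 h.p.f. in rRNA-depleted libraries. HyS4714.1 went from 0.793 ± 0.149 TPM in the egg (SD, n = 3) to 193 ± 164 TPM (SD, n = 2), a log2 fold change of 8.34 (standard error 0.76, adjusted p = 2.67e-05 from edgeR). HyS4716.1 reached 115 ± 99.6 TPM, with a log2 fold change of 8.38 (standard error 0.81, adjusted p = 4.53e-05 from edgeR). HyS4654.1 reached 96.3 ± 69.8 TPM, with a log2 fold change of 8.42 (standard error 0.69, adjusted p = 1.02e-05 from edgeR). The wide SDs come from a lower level in clutch C than in clutch A. At 3 h.p.f. the same genes had 6.53 ± 5.09, 2.96 ± 2.53 and 2.50 ± 1.39 TPM (SD, n = 2), with adjusted p of 0.208, 0.886 and 0.660 from edgeR. The 5 h.p.f. library had 446, 280.3 and 314 TPM.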

Of the remaining genes activated to ≥~50 TPM, only a predicted ammonium transporter (HyS0101.18, 70 TPM), a forkhead-box transcription factor (HyS0062.47, 61 TPM), and a likely Sp5 transcription factor homolog (HyS0057.112, 47 TPM) had strong BLAST similarity to animal proteins (BLAST E-values of 2x10^-85^, 8x10^-30^, and 4x10^-65^ respectively against the UniProtKB/Swiss-Prot database) (S4 Table).

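The ammonium transporter HyS0101.18 had 1.00 ± 0.257 TPM in rRNA-depleted egg libraries (SD, n = 3) and 47.4 ± 53.5 TPM (SD, n = 2) at 4 h.p.f.. Its log2 fold change was 5.98 (standard error 0.85, adjusted p = 0.00154 from edgeR). The forkhead-box gene HyS0062.47 had 0.160 ± 0.206 TPM in the egg and 39.9 ± 44.0 TPM at 4 h.p.f., a log2 fold change of 8.38 (standard error 1.12, adjusted p = 9.24e-04 from edgeR). The Sp5-like gene HyS0057.112 had 3.94 ± 0.708 TPM in the egg and 36.0 ± 28.2 TPM at 4 h.p.f., a log2 fold change of 3.66 (standard error 0.53, adjusted p = 0.00169 from edgeR). By 7 h.p.f., in 1 library, they had 679, 273 and 169 TPM. Their SDs at 4 h.p.f. are about as large as their means, since the 2 clutches differed. Over the compared groups alone HyS0101.18 was not called.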

We additionally identified early de novo activation of 13 genes with BLAST similarity to the histone H4 lysine 20 (H4K20) methyltransferase *KMT5A/SETD8* (Fig 3A, 3B and S4 Table). 

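The study groups 24 predicted H4K20 methyltransferase genes as 2 maternal genes, 13 activated by 4 h.p.f. and 9 activated by 7 h.p.f. Of the 13 genes of the second group, 11 were higher than in the egg at 4 h.p.f. in rRNA-depleted libraries by edgeR (13 when adjusted over the list alone, 13 by DESeq2), and none was lower. HyS0030.151 rose from 0.0585 ± 0.0368 TPM (SD, n = 3) to 4.18 ± 3.94 TPM (SD, n = 2), a log2 fold change of 6.53 (standard error 0.86, adjusted p = 8.13e-04 from edgeR). HyS0111.12 had 0 counts in each egg library and 6.53 ± 5.51 TPM (SD, n = 2) at 4 h.p.f. (adjusted p = 0.00233 from edgeR). HyS0112.3, which was not called, had 0.697 ± 0.261 TPM in the egg and 1.69 ± 1.13 TPM at 4 h.p.f. (adjusted p = 0.0743 from edgeR). HyS0082.41, the other one not called, had 0 counts in the egg and 0.373 ± 0.428 TPM (adjusted p = 0.0692 from edgeR). As a set the 13 genes moved up (fry p = 0.00125; p = 0.0227 from camera with an estimated correlation). The study chose the list on these libraries, so its direction is not independent evidence. Over the whole list, 11 genes were called with all libraries, 5 without the 4 h.p.f. library of clutch A, 7, 6 and 7 without the egg library of clutch A, C or D, and 3 over the compared groups alone.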

Unlike the histone genes, these genes are not adjacent to each other in the genome assembly, and their amino acid sequences are highly divergent, though all of them share significant homology to the KMT5A/SETD8 SET domain by CD-Search (E-value = 1.9x10^-10^ to 1.3x10^-39^) (Fig 3B and S8 Table). Further investigation revealed as many as 65 annotated genes with significant BLAST similarity to KMT5A, including two with strong maternal contributions and nine additionally activated by 7 h.p.f. (Fig 3A and S3, S8 Tables). 

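By 7 h.p.f., in 1 rRNA-depleted library against 3 egg libraries, all 22 genes of the groups named for activation were higher than in the egg by edgeR (22 when adjusted over the list alone, 21 by DESeq2). HyS0109.11, of the 7 h.p.f. group, went from 2.86 ± 0.196 TPM (SD, n = 3) to 14.8 TPM, a log2 fold change of 2.73 (standard error 0.28, adjusted p = 2.40e-05 from edgeR). At 4 h.p.f. it had 2.55 ± 0.690 TPM (SD, n = 2, adjusted p = 0.936 from edgeR). HyS0114.13, of the same group, had 1.18 ± 0.331 TPM in the egg and 19.8 TPM at 7 h.p.f. (log2 fold change 4.39, standard error 0.64, adjusted p = 2.74e-04 from edgeR). HyS0030.151 reached 137 TPM. Neither maternal gene was called: HyS0034.48 had 99.9 TPM at 7 h.p.f. (adjusted p = 0.201 from edgeR), and HyS0117.8 had 12.7 ± 0.998 TPM in the egg and 13.7 TPM at 7 h.p.f. (adjusted p = 0.248 from edgeR). HyS0034.48 fell in poly(A)+ libraries from 267 ± 31.7 TPM in the egg to 50.3 ± 0.461 TPM at 24 h.p.f. (log2 fold change -1.89, standard error 0.20, adjusted p = 1.46e-07 from edgeR). fry gave p = 6.09e-06 for the 7 h.p.f. group and p = 3.22e-05 for the 4 h.p.f. group at 7 h.p.f., with p = 0.0452 and p = 0.0733 from camera with an estimated correlation. Since the study picked both groups from these libraries, the counts are not independent evidence of a rise.

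**Figure D4:**
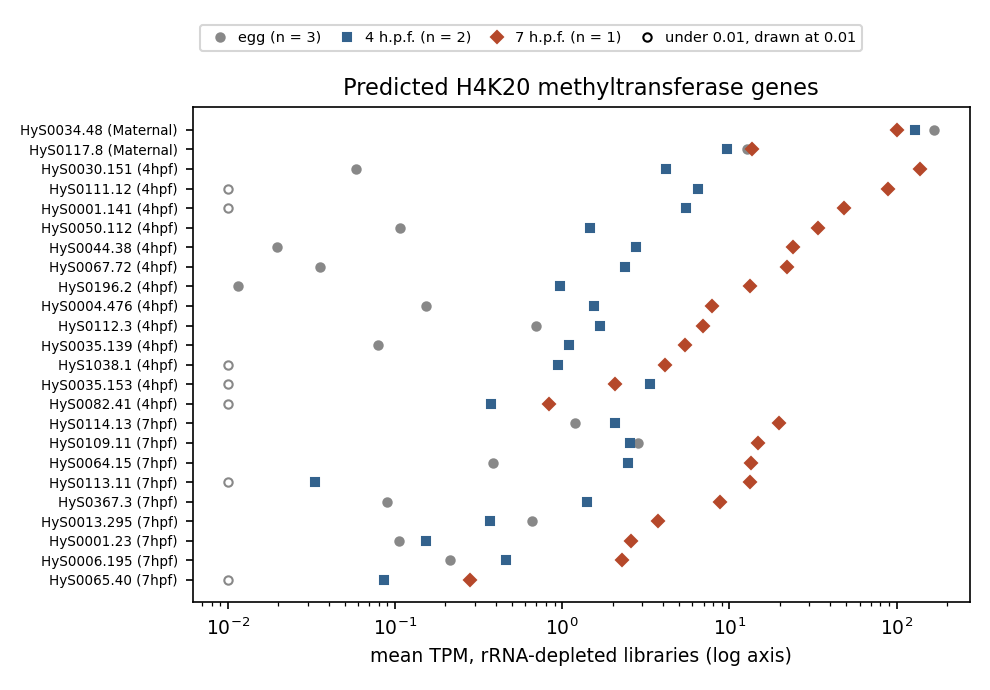
Mean TPM of the 24 predicted H4K20 methyltransferase genes in the egg and at 4 and 7 h.p.f. in rRNA-depleted libraries, on a log axis, grouped as in S8 Table (maternal, 4 h.p.f. and 7 h.p.f.). Open symbols are means at or below the left end of the axis. HyS0109.11 has 2.86 TPM in the egg and 14.8 TPM at 7 h.p.f., and the maternal HyS0117.8 has 12.7 and 13.7 TPM.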

Only maternal HyS0034.48, at 315 amino acids in length with its SET domain on the C-terminal end, resembles the architecture of other species’ KMT5A [70], whereas most of the other genes encode N-terminal SET domains, in addition to other functional domains in the longer genes (Fig 3B and S8 Table).

**Fig 3:**
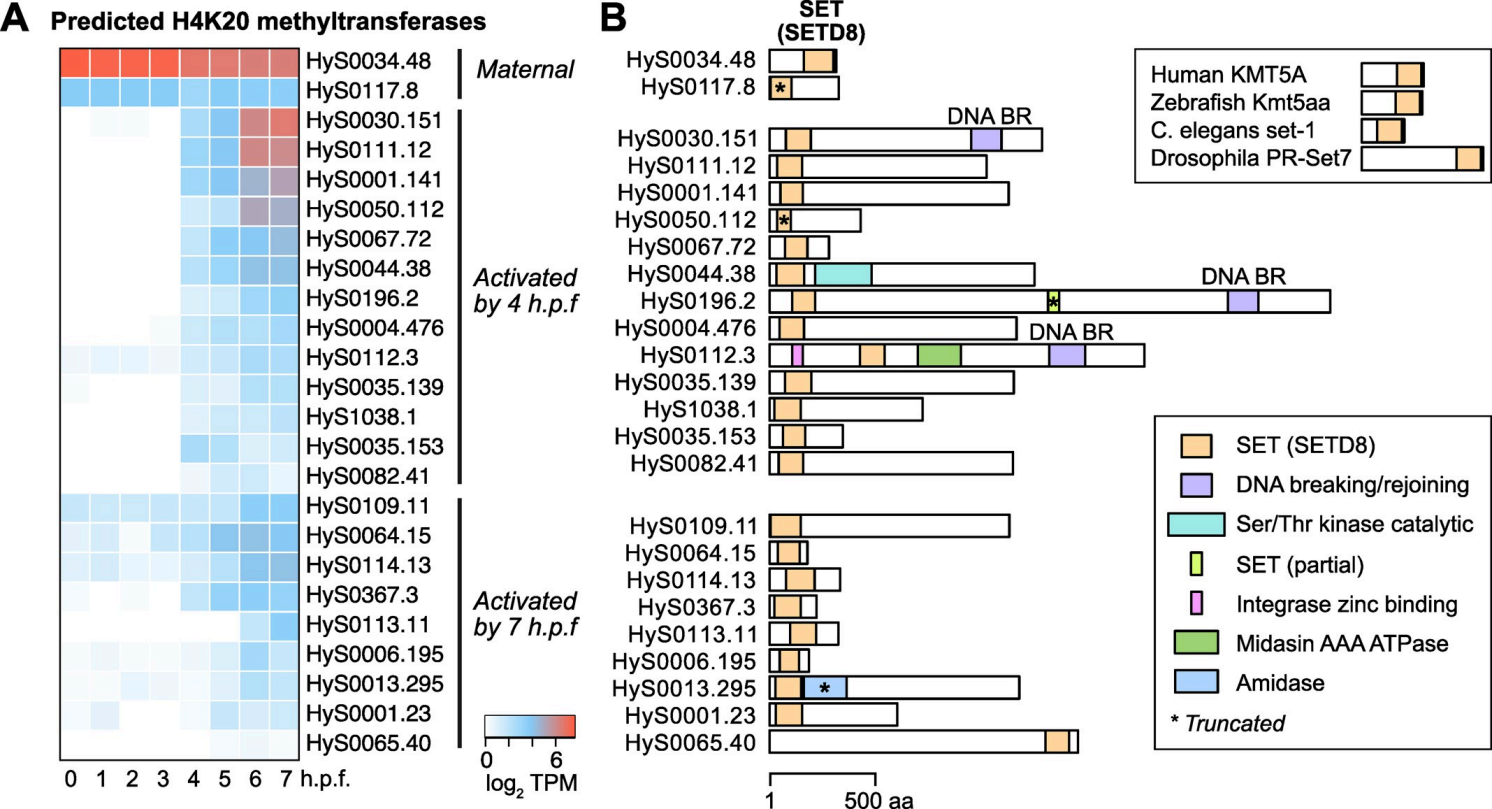
Predicted H4K20 methyltransferase genes broadly activate. **(A)** Heatmap showing expression levels of predicted H4K20 methyltransferase genes over time, grouped according to when activation is observed. **(B)** Protein domain schematics for the predicted H4K20 methyltransferases showing positions of the SETD8 SET domain (orange), as predicted by CD-Search. Other domains are indicated in other colors as shown in the legend. Reference H4K20 methyltransferases in other species are shown in the upper right. TPM = transcripts per million.

To investigate whether the expansion of predicted H4K20 methyltransferase genes is specific to Hydractinia, we queried the transcriptomes of the cnidarians Hydra (also a hydrozoan along with Hydractinia) and the more distantly related Nematostella. We found that Hydra also has an expanded repertoire of 24 genes with significant similarity to the SETD8 SET domain by CD-Search (E-value = 3.2x10^-4^ to 1.2x10^-76^) (S8 Table). Six have evidence for orthology to Hydractinia genes by reciprocal best BLAST alignment, but of those all but one has a truncated SET domain, suggesting functional divergence (S3A Fig). In contrast, we found only a single KMT5A gene in Nematostella (S3A Fig), indicating that expansion of H4K20 methyltransferases is not a shared feature of all cnidarians. We additionally looked in the ctenophore *M*. *leidyi*, which revealed two gene models in the reference transcriptome with C-terminal SETD8 SET domains, along with seven additional hits among the Mnemiopsis Genome Project unfiltered protein models, though all but one have 100% sequence identity to the first two genes and thus may represent alternative isoforms or misannotations (S3B Fig and S8 Table).

Among bilaterians, we did find an unexpectedly large number of KMT5A-like genes in the sea urchin *S*. *purpuratus*– 110 RefSeq models spanning 61 genes (S8 Table). Twenty-four are expressed during early *S*. *purpuratus* embryogenesis, in a pattern resembling what we observe in Hydractinia: two genes with canonical C-terminal SETD8 SET domains are strongly maternally provided but their expression declines over development, while the remaining genes mostly have N-terminal SET domains and are activated in later stages (S4A, S4B Fig and S6 Table). Furthermore, we found strong sequence similarity between the Hydractinia and *S*. *purpuratus* longer genes, encompassing both the N-terminal SET domains (BLAST E-value < 3x10^-10^) and the C-terminal ends (BLAST E-value < 3x10^-43^) (S4C Fig), suggesting deep homology of these novel predicted KMT5A genes.

KMT5A/SETD8 catalyzes monomethylation of H4K20 (H4K20me1) [71] and is associated with DNA replication and differential chromatin accessibility, though its roles in gene expression are not well understood [70]. Recent evidence suggests that H4K20me1 is associated with increased chromatin accessibility at gene bodies, but is also readily converted to repressive trimethylated H4K20 [72]. Gungi et al showed that H4K20 monomethylation via SETD8 is involved in both locus-specific repression and transcriptional activation during regeneration and axis patterning in Hydra [73]. Together with our findings, this suggests that H4K20 methylation may be a common feature of chromatin regulation among hydrozoan stem cells to achieve specific gene activation, which may also be selectively conserved in other animals such as sea urchin.

### Repetitive and transposon-related RNA are pervasive during genome activation

To further investigate the breadth of genome activation, we first profiled RNA-seq coverage in 10kb-windows to identify any unannotated genomic regions with evidence for strong activation. All windows with average increases of >3-fold are attributable to histone genes, confirming that coordinated histone gene transcription accounts for the bulk of early genome activation (S5A Fig and S1 Table).

Next, to identify activation of previously unannotated genes, we performed RNA-seq guided transcriptome assembly using StringTie [74] to augment the Hsym v1.0 gene models. This yielded 32,766 transcript models for 25,808 genes, of which 13,179 (40%) were existing or augmented Hsym v1.0 models, 6203 (19%) were predicted alternative isoforms of Hsym v1.0 models, and the rest (41%) novel (S9 Table). We annotated the novel gene models against several non-coding and coding databases (see Methods), and found that 4997 (37%) encoded known non-coding RNA classes, including small nuclear RNA, tRNA, and 5S rRNA, which we had not targeted with rRNA depletion oligos. Levels for these in our rRNA-depleted samples appear consistent between stages (S5B Fig and S1 Table).

We quantified expression of the remaining gene models and found largely the same trends as before (S4 Table). Among the de novo Stringtie-annotated genes significantly activated by 4 h.p.f. to ≥ 5 TPM (DESeq2 adjusted p < 0.05), 18 are likely histone genes by BLAST similarity, but the majority are repetitive or transposon-related sequences (S4 Table). The remaining predicted genes largely have poor coding potential and no significant BLAST similarity to UniprotKB/Swiss-Prot proteins, suggesting that they may encode novel non-coding RNAs (S4, S9 Tables). Although assigning RNA-seq reads specifically to repetitive genomic loci can be a challenge, as a general class, we find that repetitive sequences, including the highly multi-copy histone genes, feature prominently in the initial wave of genome activation in Hydractinia.

The prevalence of repetitive and transposon-related sequences in Hydractinia genome activation is reminiscent of mammalian genome activation, during which elevated transcription of transposable elements has been observed [69]. A family of murine endogenous retroviruses (MERVL) is activated by the pioneer transcription factor Dux in mouse 2-cell embryos, and MERVL sequences have likely been co-opted as part of the mouse genome activation network [75,76]. A similar phenomenon occurs in human embryos involving a different endogenous retrovirus family, which suggests the convergent evolution of retrotransposon-regulated genome activation in these taxa [76,77]. This raises the possibility that regulatory sequences driving Hydractinia genome activation may have transposable-element origins as well.

### Patterns of stage-specific gene expression emerge across the timecourse

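By mean poly(A)+ level, 3326 genes lay under 1 TPM at one and over 5 TPM at another of the egg and the stages from 4 to 72 h.p.f., and were called against the egg by edgeR at one of these stages. Of these, 714 peaked between 4 and 7 h.p.f., with 114 at 4, 153 at 5, 190 at 6 and 257 at 7 h.p.f. Their median was 11.2 TPM at the peak and 2.57 TPM at 24 h.p.f., where 211 lay under 1 TPM and 486 under 5 TPM. The retrovirus-related HyS4714.1 is one of them, with a peak at 5 h.p.f. of 116 TPM and 58.2 ± 8.31 TPM (SD, n = 2) at 24 h.p.f.. HyS0111.12, a predicted H4K20 methyltransferase with its peak at 6 h.p.f., had 164 ± 30.9 TPM at 7 h.p.f. and 27.1 ± 5.33 TPM (SD, n = 2 each) at 24 h.p.f.. The 714 genes hold 637 distinct sets of counts, and 65 share theirs with a HyS0385 histone gene. With TMM-scaled counts in place of TPM, 385.0 genes peaked between 4 and 7 h.p.f.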

We observe subsequent phases of stage-specific expression when we compare our early timepoints to the later larval timepoints. ~3000 genes exhibit non-ubiquitous temporal expression, and many of the ~750 genes that peak in the blastula/gastrula are no longer strongly expressed at 24 h.p.f. (Fig 4A and S10 Table). Conversely, 1212 genes presumably associated with later development peak in our dataset at 24 h.p.f., though their expression may have begun during intervening time points for which we lack data.

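At 24 h.p.f. 1366 of these genes peaked, against 631 at 48 h.p.f., 448 at 72 h.p.f. and 167 in the egg. HyS0001.141, a predicted H4K20 methyltransferase with 0 counts in the 3 poly(A)+ egg libraries, peaked at 24 h.p.f. with 56.6 ± 21.2 TPM (SD, n = 2). It had 35.4 ± 4.95 TPM (SD, n = 2) at 7 h.p.f.. HyS0044.38, of the same list, peaked there too, with 26.4 ± 3.24 TPM against 12.0 ± 2.10 TPM (SD, n = 2 each) at 7 h.p.f.. HyS0367.3 peaked at 72 h.p.f. and had 10.6 ± 1.42 TPM (SD, n = 2) at 24 h.p.f.. The larval stages have no rRNA-depleted library, so all of these peaks are read from poly(A)+ counts.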

**Fig 4:**
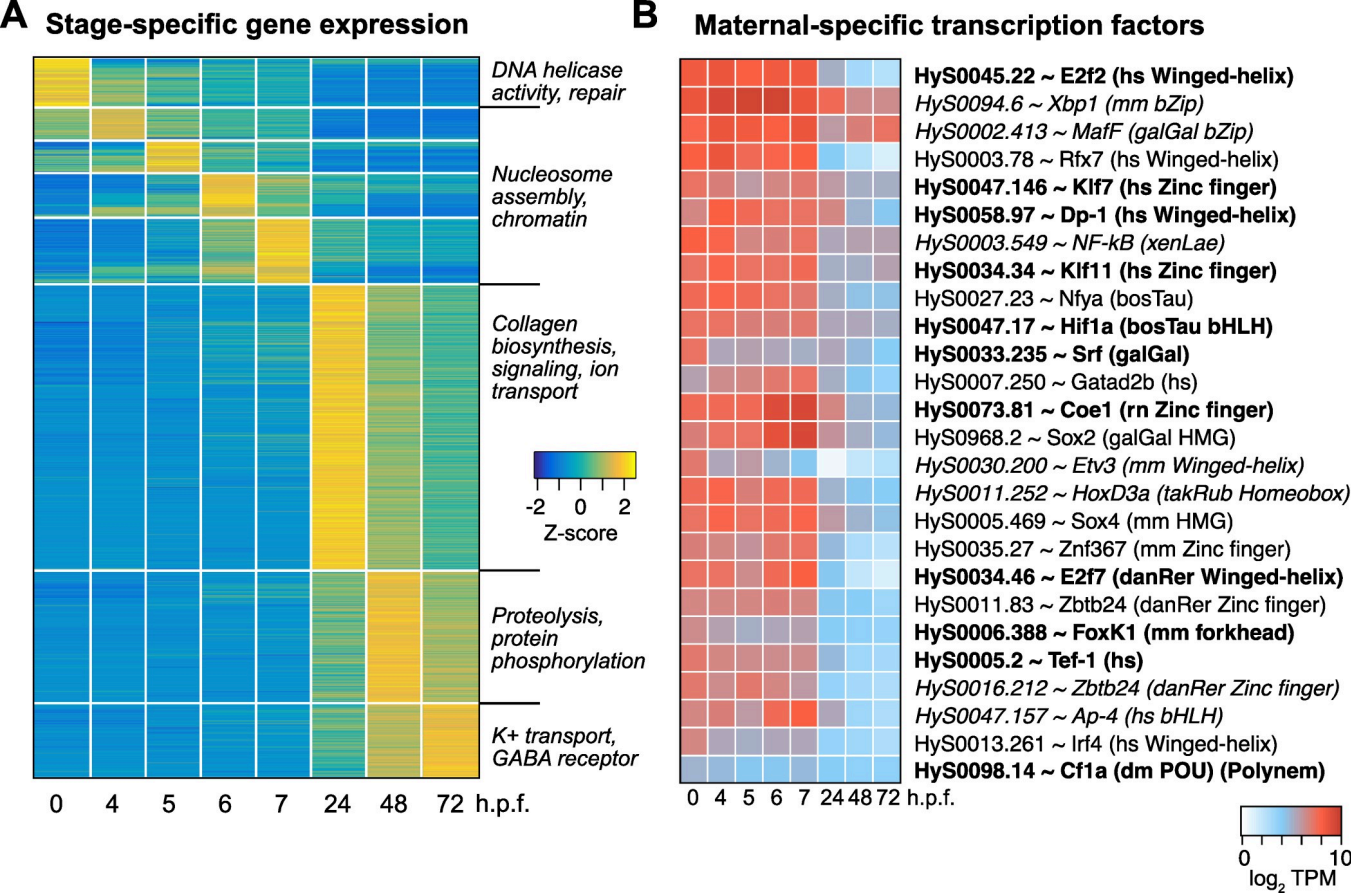
Stage-specific gene expression is observed throughout the timecourse. **(A)** Heatmap showing relative expression levels of genes, grouped according to the time point that expression level peaks. **(B)** Heatmap showing expression levels across time of maternal-specific highly-expressed predicted transcription factors. Each Hydractinia gene is annotated with the best UniProt / SwissProt BLAST hit, species, and DNA binding domain for select factors (hs = human, mm = mouse, galGal = chicken, xenLae = *Xenopus laevis*, bosTau = cow, rn = rat, takRub = Takifugu, danRer = zebrafish, dm = Drosophila). Bold = E < 1x10^-50^, italics = 1x10^-25^ < E < 1x10^-10^. TPM = transcripts per million.

To identify functional enrichment among these gene groups, we inferred Gene Ontology (GO) terms for each *H*. *symbiolongicarpus* gene from its best SwissProt BLAST hit (E-value < 1x10^-5^). We measured differential occurrence of each term among genes peaking in egg, gastrula (4–7 h.p.f.), 24, 48, or 72 h.p.f. using Chi-squared tests of independence and found 132 terms with significant stage-specific occurrence (FDR adjusted *P* < 0.05, 4 d.o.f.). Among the top terms enriched for the egg were functions related to DNA replication and repair and Wnt signaling; chromatin regulation in the gastrula, driven exclusively by histone genes; ERK1/2 MAP kinase signaling, ion transport, and collagen biosynthesis at 24 h.p.f.; protein metabolism at 48 h.p.f.; and neurotransmission at 72 h.p.f. (Fig 4A and S10 Table).

We also looked for stage-specific transcription factor expression. Focusing first on potential genome activators, we interrogated the maternal contribution for highly expressed genes whose predicted homologs are annotated with the GO terms “DNA-binding transcription factor activity” or “sequence-specific DNA binding.” Among the genes with the most asymmetric expression compared to later stages (>5-fold higher in the maternal contribution), several classes of DNA binding domains are represented, including winged-helix, zinc finger, basic helix-loop-helix, and forkhead (Fig 4B and S10 Table). 

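Fig 4B names 26 transcription factors of the maternal contribution. Of the 26, 18 had in poly(A)+ libraries an egg level more than 5 times their lowest stage mean, and 20 were lower at 24 h.p.f. than in the egg by edgeR. E2f7 (HyS0034.46), a winged-helix cell cycle regulator, had 215 ± 13.1 TPM in the egg (SD, n = 3) and 24.4 ± 6.98 TPM (SD, n = 2) at 24 h.p.f., a log2 fold change of -2.61 (standard error 0.21, adjusted p = 3.83e-09 from edgeR). Rfx7 (HyS0003.78) fell to 19.9 ± 3.54 TPM at 24 h.p.f. (log2 fold change -3.68, standard error 0.21, adjusted p = 6.07e-11 from edgeR). Up to 7 h.p.f. the group did not move one way, with 8 genes lower and 8 higher than in the egg. E2f7 was one of the 8 higher genes, with 355 ± 4.84 TPM (SD, n = 2) at 7 h.p.f. (adjusted p = 0.00371 from edgeR). The genes were read from the figure and are described one by one, since the study chose them for their egg levels. Klf11 (HyS0034.34) was not called at 7 h.p.f., with a log2 fold change of 0.18 that turned to -0.32 with clutch as a block. Only clutch D has poly(A)+ libraries both of the egg and at 7 h.p.f., so the blocked value rests on that clutch alone.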

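The Sox2-like gene HyS0968.2 had 130.5 ± 6.02 TPM in poly(A)+ egg libraries (SD, n = 3) and 655 ± 2.59 TPM (SD, n = 2) at 7 h.p.f.. Its log2 fold change from the egg was 2.32 at 7 h.p.f. (standard error 0.26, adjusted p = 1.06e-06 from edgeR) and 0.55 at 4 h.p.f. (standard error 0.26, adjusted p = 0.181 from edgeR), where it had 192 ± 15.6 TPM (SD, n = 2). In rRNA-depleted libraries it had 189 ± 19.0 TPM in the egg and 615 TPM in the 7 h.p.f. library. At 72 h.p.f. its poly(A)+ level was 31.0 ± 6.79 TPM (SD, n = 2). The Sox4-like gene HyS0005.469 had 195 ± 11.2 TPM in poly(A)+ egg libraries, 254 ± 19.5 TPM at 7 h.p.f. (adjusted p = 0.102 from edgeR, 0.0141 from DESeq2) and 72.4 ± 5.68 TPM at 24 h.p.f. (log2 fold change -0.89, standard error 0.19, adjusted p = 4.50e-04 from edgeR).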

Notably, two predicted Sox homologs are maternally expressed with similarity to vertebrate Sox2 and Sox4 (BLAST E = 1.49x10^-44^ and 1.21x10^-32^, respectively). 

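Polynem (HyS0098.14) had 33.7 ± 13.2 TPM in poly(A)+ and 54.7 ± 16.6 TPM in rRNA-depleted egg libraries (SD, n = 3 each). Among the 26 transcription factors of Fig 4B its egg level was the lowest in both library types, where the highest were 380.2 and 521 TPM. It had 29.8 ± 2.80 TPM at 7 h.p.f. and 18.08 ± 1.16 TPM at 24 h.p.f. in poly(A)+ libraries (SD, n = 2 each). Neither differed from the egg by edgeR (adjusted p = 0.705 and 0.303), and at 24 h.p.f. the log2 fold change was -0.35 (standard error 0.30). Without the egg library of clutch A that change was -0.87 and was called.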

The previously characterized POU-domain transcription factor Polynem, which is associated with embryonic and adult stem cells in *Hydractinia echinata* [78], is also present in the maternal contribution (HyS0098.14), albeit at lower levels (Fig 4B and S10 Table). Sox2 and POU-homeobox Oct4 homeologs play major roles in mammalian pluripotent stem cell induction and genome activation in zebrafish and Xenopus, suggesting that similar factors may help guide Hydractinia genome activation [18,59,79–82].

Another set of transcription factors is specific to the gastrula stages, including the early-activated forkhead-domain containing HyS0062.47, as well as predicted RFX and Atonal family members, which are associated with sensory gene regulation in other animals (S6A Fig and S10 Table). 

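HyS0062.47, a forkhead-domain gene, is among the stage-specific genes with a peak at 7 h.p.f. Its poly(A)+ level was 0.186 ± 0.0796 TPM at 3 h.p.f., 80.8 ± 102 TPM (SD, n = 2 each) at 4 h.p.f., 269.7 TPM at 5 h.p.f. and 453 TPM at 6 h.p.f. in 1 library each. At 24 h.p.f. it had 153 ± 2.81 TPM and at 72 h.p.f. 95.8 ± 12.5 TPM (SD, n = 2 each). Against the egg its log2 fold change at 7 h.p.f. was 10.24 (standard error 0.89, adjusted p = 5.03e-08 from edgeR). The RFX and Atonal family genes of the same panel are not named by identifier in the paper's text and are not described here.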

And at 24 h.p.f. and beyond, we observe expression of Homeobox genes and T-Box factors, which likely play roles in morphogenesis (S6A Fig). Together, our RNA-seq timecourse has revealed many potential transcription factors that likely mediate developmental transitions throughout embryogenesis.

### Deadenylation precedes degradation through both transcription-dependent and independent maternal clearance mechanisms

The stage-specific expression profiles show the decline of a subset of maternally contributed mRNA through 7 h.p.f., indicating that Hydractinia embryos undergo maternal clearance concurrently with genome activation similar to other taxa. In all, 5038 genes significantly decrease at some point from egg stage to 7 h.p.f. 

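Compared with the egg, 4472 genes were lower in poly(A)+ libraries at some stage up to 7 h.p.f. by edgeR, and 4595 by DESeq2. In rRNA-depleted libraries edgeR called 3544 and DESeq2 2878, and in either type 5249 and 5057. Of the 11493 genes at 1 TPM or more in the egg, 45.1% were among the 5249. Etv3 (HyS0030.200) was one of them in both types, with log2 fold changes at 7 h.p.f. of -2.97 (standard error 0.40, adjusted p = 7.20e-06 from edgeR) in poly(A)+ and -2.07 (standard error 0.20, adjusted p = 1.44e-05 from edgeR) in rRNA-depleted libraries. More than 2-fold, 2940 genes were lower in poly(A)+ libraries at some stage.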

(DESeq2 adjusted *P* < 0.05), which is about half of all genes with a maternal contribution (S11 Table).

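Genes that fall early were followed in both library types. A set of 564 early-cleared genes was taken from the untreated poly(A)+ libraries: first called lower than the egg by edgeR and at least 2-fold lower between 2 and 4 h.p.f., with no rise above 1.5-fold from stage to stage. Their median log2 fold change against the egg in poly(A)+ libraries was -0.07 at 0.5 h.p.f., -0.38 at 1 h.p.f., -1.01 at 2 h.p.f. and -1.89 at 7 h.p.f. The predicted miRNA target HyS0044.85 fell early too, with 56.8 ± 8.65 TPM in the egg (SD, n = 3) and 33.4 ± 0.576 TPM (SD, n = 2) at 2 h.p.f., a log2 fold change of -0.75 (standard error 0.17, adjusted p = 0.00683 from edgeR). The late-cleared set, called first between 5 and 7 h.p.f. by the same rule, has 1453 genes with a median of -0.18 at 2 h.p.f. and -1.37 at 7 h.p.f. Since the sets were chosen on these libraries, their poly(A)+ medians are not independent evidence of a decline.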

Downregulation is already observed starting at 2 h.p.f. for 1331 genes in the poly(A)-selected libraries, suggesting that a maternal mode of clearance is initiated shortly after fertilization, independent of genome activation. However, this decline is not observed in the rRNA-depleted libraries until at least 5–6 h.p.f., which indicates that the initial changes are due to poly(A)-tail shortening (Fig 5A–5C). 

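In rRNA-depleted libraries the early-cleared genes fell hours later than in poly(A)+ libraries. Their median log2 fold change against the egg was 0.01 at 2 h.p.f., -0.02 at 3 h.p.f., -0.13 at 4 h.p.f. and -0.26 at 5 h.p.f., and reached -1.03 at 6 h.p.f. and -1.35 at 7 h.p.f. TPM of other genes fall as histone mRNA expands, while the log2 fold changes are scaled by TMM. HyS0042.69 had 99.6 ± 3.37 TPM in the egg (SD, n = 3), 67.2 ± 11.30 TPM (SD, n = 2) at 4 h.p.f., 52.8 TPM at 5 h.p.f. and 25.2 TPM at 6 h.p.f. At 4 h.p.f. its log2 fold change was -0.21 (standard error 0.08, adjusted p = 0.292 from edgeR, 0.0467 from DESeq2), and at 7 h.p.f. -1.84 (standard error 0.12, adjusted p = 1.08e-06 from edgeR). Of 986 genes first called at least 2-fold lower in poly(A)+ libraries between 2 and 4 h.p.f., 8 were so called in rRNA-depleted libraries by 4 h.p.f., 48 at 5 h.p.f., 372 at 6 h.p.f. and 150 at 7 h.p.f., and 408 at none of these stages. The stages at 5, 6 and 7 h.p.f. have 1 rRNA-depleted library each, from clutch B and at 3623415 to 4426283 counts.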

Examination of the maternal contribution indicates that homologs of mRNA encoding all components of the CCR4-NOT complex as well as PARN are maternally provided, which may underlie this early deadenylation activity (S7A Fig).

**Fig 5:**
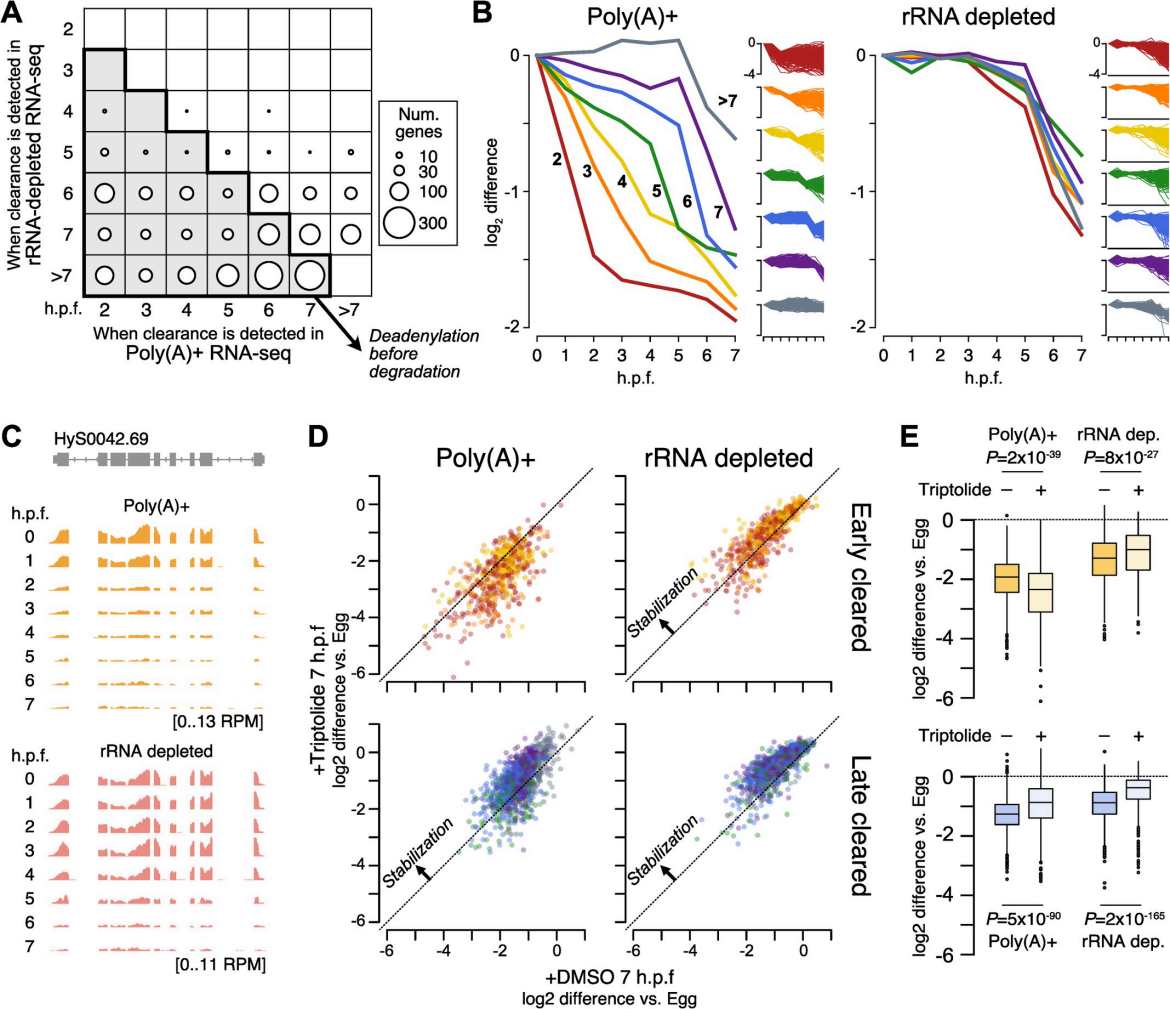
Maternal mRNA are cleared with different dynamics. **(A)** Bubble chart showing the timing of clearance. Each square shows the number of genes with >2-fold expression decrease relative to egg (proportional to size of the circle), according to the time point (h.p.f.) when the decrease is observed in the poly(A)+ RNA-seq (x-axis coordinate) versus the rRNA-depleted RNA-seq (y-axis coordinate). The shaded squares are time point combinations where decreases are observed in the poly(A)+ RNA-seq before they are observed in the rRNA-depleted RNA-seq. **(B)** Average profiles of log_2_ fold difference relative to egg (0 h.p.f.) of genes grouped according to when expression decreases are observed in the poly(A)+ RNA-seq (2–7+ h.p.f.). Each gene group is plotted for poly(A)+ RNA-seq (left panel) and rRNA-depleted RNA-seq (right panel). Full trajectories for all genes in each group are shown as small insets, 2–7+ h.p.f. from top to bottom. **(C)** Browser track showing asymmetric timing of RNA-seq coverage decreases observed in poly(A)+ RNA-seq (top) versus rRNA-depleted RNA-seq. **(D)** Biplots showing the effect of Triptolide treatment on mRNA clearance as measured using poly(A)+ RNA-seq (left panels) and rRNA-depleted RNA-seq (right panels). Top panels show genes whose clearance was detected 2–4 h.p.f. in poly(A)+ RNA-seq (“Early cleared”), bottom panels ≥5 h.p.f. (“Late cleared”). Genes experiencing equivalent clearance with or without Triptolide treatment would fall on the diagonal. Genes with inhibited clearance would be above the diagonal. **(E)** Quantification of differential clearance with and without Triptolide treatment. Top boxplots are for early-cleared genes, bottom boxplots for late-cleared genes. P values are from Wilcoxon signed-rank tests. h.p.f. = Hours post fertilization.

Additional coordinated groups of mRNA are downregulated at subsequent time points in the poly(A)-selected libraries, but in most cases there is a delay before transcript level decreases are detected in the rRNA-depleted libraries, and rarely before 6 h.p.f. regardless of when deadenylation is first observed (Fig 5A–5C). These observations suggest that targeting and deadenylation factors are maternally provided and act early, but clearance-associated mRNA nucleolytic activity is not triggered until later in embryogenesis.

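Of 1464 genes called at least 2-fold lower than the egg in both library types by 7 h.p.f., 969 were called at an earlier stage in poly(A)+ than in rRNA-depleted libraries, 380 at the same stage, and 115 earlier in rRNA-depleted libraries. A further 1476 genes were called in poly(A)+ libraries alone and 471 in rRNA-depleted libraries alone. Of the 1935 genes called in rRNA-depleted libraries, 110 were called before 6 h.p.f. HyS0020.263 was called at 2 h.p.f. in poly(A)+ libraries (log2 fold change -2.47, standard error 0.23, adjusted p = 1.69e-06 from edgeR), while its rRNA-depleted level was 40.4 ± 5.22 TPM (SD, n = 2) at 4 h.p.f., 18.8 TPM at 6 h.p.f. and 12.4 TPM at 7 h.p.f. TPM are shares of the whole, and the histone sequences of HyS0385 with all copies held 15.4% of them at 4 h.p.f., against 0.538% in the egg. These TPM therefore overstate a loss of RNA. The late-cleared set had a median log2 fold change in rRNA-depleted libraries of -0.04 at 4 h.p.f., -0.14 at 5 h.p.f., -0.61 at 6 h.p.f. and -1.04 at 7 h.p.f., against -0.32, -0.60, -1.10 and -1.37 in poly(A)+ libraries. No test was made of the order of the stages, and a gene not called at a stage can still be lower there.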

To test whether genome activation is the trigger for mRNA destabilization, we treated fertilized embryos with the RNA Polymerase II transcription inhibitor Triptolide and compared their transcriptomes to embryos mock treated with DMSO at 7 h.p.f. 

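Embryos were treated with 20 µM Triptolide in 0.5% DMSO from 30 min after fertilization, or with DMSO alone, and collected at 7 h.p.f. Triptolide blocks transcription by RNA Polymerase II. Each treatment has 2 poly(A)+ and 2 rRNA-depleted libraries, from clutches D and G. The poly(A)+ libraries held 15847658 and 20602821 counts in DMSO and 15940556 and 16784271 in Triptolide. The rRNA-depleted libraries held 5770915 and 7959454 counts in DMSO and 10318866 and 11308195 in Triptolide, so the DMSO side is the shallower one in that type. They were counted by the authors and tested here as the other libraries of their type, in the same fits. Triptolide against DMSO, 954 genes were higher and 3568 lower in poly(A)+ libraries by edgeR, and 1541 and 3328 by DESeq2. In rRNA-depleted libraries the balance depends on the scaling: edgeR with TMM called 2847 higher and 2307 lower, edgeR with RLE 1252 and 2748, and DESeq2 1418 and 2298. The median log2 fold change over all genes was 0.08 with TMM and -0.12 with RLE in that type. In data simulated from these libraries, edgeR recovered 50% of genes changed 2-fold and 84% of those changed 4-fold in rRNA-depleted libraries, and 56% and 80% in poly(A)+ libraries, and 5.60% and 8.13% of its calls in the 2 types were of unchanged genes. The changed genes had a mean of at least 10 counts in DMSO. With clutch as a block edgeR called 2653 higher in poly(A)+ and 4046 lower in rRNA-depleted libraries, and over the compared groups alone 2610 and 4099. Both kinds of fit held only the treated libraries of each type, which leave little to measure the spread. Without the DMSO library of clutch G, or the Triptolide library of clutch D or G, the higher genes were 178, 427 and 353 in poly(A)+ and 1332, 1551 and 1635 in rRNA-depleted libraries; the lower genes were 1238, 1247 and 1255 in rRNA-depleted libraries, and 2217 in poly(A)+ without the Triptolide library of clutch D.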

Triptolide has been shown to inhibit genome activation in other animal embryos similar to α-amanitin [17,83,84], but avoids needing microinjection for delivery. DMSO-treated embryos developed normally, and RNA-seq profiles are highly correlated with untreated embryos (Pearson’s r = 0.99, S7B Fig). By contrast, Triptolide-treated embryos fail to properly activate their genomes (S7C Fig), confirming that Triptolide treatment successfully inhibits transcription in Hydractinia embryos.

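DMSO-treated embryos had nearly the levels of untreated embryos at 7 h.p.f. Across genes, Pearson's r of the mean log2 CPM, with 1 added, was 0.995 in poly(A)+ libraries (Spearman's rho 0.976) and 0.989 in rRNA-depleted libraries (rho 0.961). For Triptolide the same r was 0.953 and 0.940 against untreated embryos. HyS0101.18, the ammonium transporter, had 1075 ± 81.6 TPM in DMSO and 1068 ± 53.4 TPM in untreated poly(A)+ libraries (SD, n = 2 each). Between DMSO and untreated embryos edgeR called 1 gene higher and 3 lower in poly(A)+ libraries, and 1 higher and 0 lower in rRNA-depleted libraries. For that 0, 820 genes were lower at an unadjusted p under 0.05 and 179 by DESeq2. The r is across genes, which are not independent replicates, and over genes above 1 CPM it was 0.987 and 0.974.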

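Genes higher in DMSO at 7 h.p.f. than in the egg had in Triptolide a median level near that of the egg, though some stood above it. Of 4129 genes more than 2-fold higher than the egg in DMSO in poly(A)+ libraries, 2394 (58.0%) were lower in Triptolide than in DMSO by edgeR and 12 higher. Their median log2 fold change against the egg was 4.66 in DMSO and 0 in Triptolide. In rRNA-depleted libraries 1811 of 2916 such genes (62.1%) were lower and 5 higher, with medians of 5.88 and 0.23. Both groups of genes were chosen on the DMSO and egg libraries that Triptolide is compared with here. The direction is thus in part fixed by that choice. Against the egg, edgeR called 646 of the 4129 and 266 of the 2916 genes higher in Triptolide. Poly(A)+ counts can also rise with tail length, so the 646 genes are not read as transcribed in Triptolide. HyS0101.18 had 661 ± 104 TPM in DMSO and 1.03 ± 0.675 TPM in Triptolide in rRNA-depleted libraries (SD, n = 2 each), a log2 fold change of -9.45 (standard error 1.06, adjusted p = 9.56e-05 from edgeR). HyS0057.112 had 122 ± 16.9 and 3.19 ± 1.07 TPM, a log2 fold change of -5.44 (standard error 0.66, adjusted p = 1.60e-04 from edgeR). Of the 24 predicted H4K20 methyltransferase genes 21 were lower in Triptolide and none was higher (23 lower when adjusted over the list alone, on a list the study chose from the untreated libraries). HyS0052.120 had 108 TPM in poly(A)+ libraries of DMSO and 0 TPM in Triptolide (adjusted p = 8.97e-08 from edgeR). The share of counts on HyS0385 was 1.233% ± 0.112 in DMSO and 0.0611% ± 1.51e-05 in Triptolide in rRNA-depleted libraries (SD, n = 2 each), which is 1.65 times the egg's.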

When we compared clearance profiles in Triptolide versus DMSO-treated embryos, we found that deadenylation was not inhibited in Triptolide for targets of early clearance (initiating 2–4 h.p.f. in untreated embryos), confirming that maternal mechanisms catalyze the initial phase of maternal clearance (Fig 5D, 5E). 

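The 564 early-cleared genes still fell in Triptolide, in poly(A)+ libraries below their level in DMSO. Their median log2 fold change against the egg was -2.48 in Triptolide and -2.00 in DMSO. The median of Triptolide against DMSO was -0.44, with 417 genes lower and 147 higher, where the median over all genes was -0.10. By edgeR 229 of them were lower and 22 higher. HyS0042.69 had 16.4 ± 1.228 TPM in DMSO and 7.83 ± 2.18 TPM in Triptolide (SD, n = 2 each), a log2 fold change of -1.11 (standard error 0.20, adjusted p = 5.24e-04 from edgeR). HyS0020.263 went the same way, with 4.96 ± 0.751 and 2.09 ± 0.158 TPM (log2 fold change -1.28, standard error 0.25, adjusted p = 8.67e-04 from edgeR). By clutch the median difference was -0.57 in clutch D and -0.28 in clutch G. fry, which tests whether the genes move one way on balance, gave p = 1.13e-04; camera, which compares them with the other genes, gave p = 2.74e-05 with its preset and p = 0.236 with an estimated correlation. With clutch as a block the median was -0.46 and the set was not called by fry. That fit held only the treated libraries of this type, too few for fry to decide.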

In fact, there was a trend toward heightened deadenylation in the presence of Triptolide among these mRNA, suggesting that genome activation may actually negatively impact the rate of deadenylation. In contrast, RNA levels as measured in rRNA-depleted libraries were subtly higher (*P* = 8x10^-27^, Wilcoxon signed-rank test), i.e. stabilized, in the presence of Triptolide, suggesting that genome activation at least partially contributes to mRNA destabilization.

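In rRNA-depleted libraries the same 564 genes were higher in Triptolide than in DMSO. Their median log2 fold change was 0.41, where the median over all genes was 0.08, with 465 genes higher and 99 lower, and against the egg the medians were -0.98 in Triptolide and -1.49 in DMSO. edgeR called 263 of them higher and 26 lower. HyS0042.69 had 28.2 ± 0.862 TPM in Triptolide and 19.5 ± 1.84 TPM in DMSO (SD, n = 2 each), a log2 fold change of 0.36 (standard error 0.10, adjusted p = 0.0167 from edgeR, 0.352 from DESeq2). The median difference was 0.36 in clutch D and 0.46 in clutch G. The Wilcoxon signed-rank test over genes gave p = 4.14e-52, fry p = 2.34e-05, and camera p = 8.03e-12 with its preset and p = 0.0155 with an estimated correlation. Between the library types, the Triptolide effect on these genes differed by a median of -0.70 in poly(A)+ minus rRNA-depleted libraries (fry p = 3.39e-07, p = 2.95e-05 from camera with an estimated correlation), where edgeR called 159 genes lower and 0 higher. With RLE, for the genes that then meet the same rule, the median was 0.22, with -0.12 over all genes. Genes are not independent replicates in the Wilcoxon test. With clutch as a block the median was 0.25 and the set was not called by fry. That fit held only the treated libraries of this type, too few for fry to decide.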

Among mRNA experiencing later maternal clearance (initiating ≥5 h.p.f.), Triptolide treatment inhibited clearance as measured in both poly(A)+ and rRNA-depleted libraries (*P* = 5x10^-90^ and 2x10^-165^, Wilcoxon signed-rank tests), suggesting that these mRNA are cleared in a transcription-dependent manner (Fig 5E). However, as full stabilization was not observed, it is possible that overlapping maternally derived and zygotic mechanisms target these mRNA.

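The 1453 late-cleared genes were higher in Triptolide than in DMSO in both library types. In poly(A)+ libraries their median log2 fold change was 0.41, with 1104 genes higher and 349 lower, and against the egg they stood at -0.98 in Triptolide and -1.32 in DMSO. In rRNA-depleted libraries the median was 0.65, with 1379 higher and 74 lower, and the medians against the egg were -0.27 and -0.97. Over all genes the medians of Triptolide against DMSO were -0.10 and 0.08, and with RLE those of late-cleared genes were 0.45 and 0.47. Etv3 (HyS0030.200), a maternal transcription factor, was higher in rRNA-depleted libraries, with 72.0 ± 2.55 TPM in Triptolide and 29.7 ± 6.15 TPM in DMSO (SD, n = 2 each), a log2 fold change of 1.11 (standard error 0.15, adjusted p = 4.20e-04 from edgeR). By clutch the medians were 0.27 and 0.51 in poly(A)+ and 0.58 and 0.67 in rRNA-depleted libraries, for clutches D and G. fry gave p = 7.04e-05 and p = 8.30e-07 for poly(A)+ and rRNA-depleted libraries, camera with an estimated correlation p = 0.00197 and p = 7.54e-04, and the Wilcoxon test over genes p = 6.40e-90 and p = 5.65e-219. With clutch as a block the medians were 0.40 and 0.49, and the set was called by fry in neither type. Those fits held only the treated libraries of each type, too few for fry to decide. From the early- and late-cleared genes, the paper proposes that genome activation contributes in part to the destabilization of the first and that the second are cleared in a manner that depends on transcription.

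**Figure D5:**
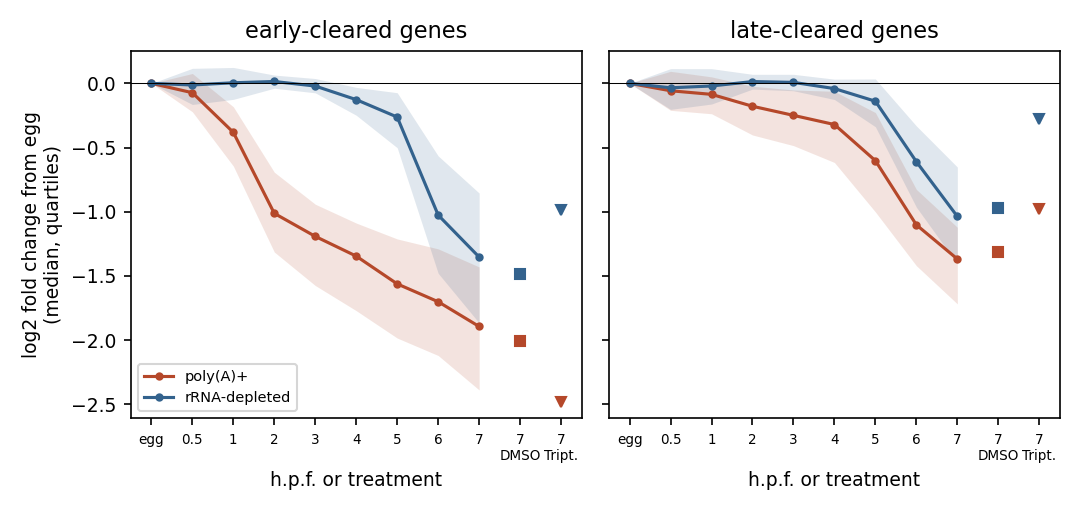
Median log2 fold change against the egg of the 564 early-cleared and 1453 late-cleared genes by stage, in poly(A)+ and rRNA-depleted libraries, with the medians in DMSO (squares) and Triptolide (triangles) at 7 h.p.f. Shaded bands span the quartiles over genes. Late-cleared genes in rRNA-depleted libraries stand at -0.97 in DMSO and -0.27 in Triptolide.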

### MicroRNAs and 3’UTR targeting may contribute to maternal clearance

To explore mechanisms underlying maternal clearance in Hydractinia, we investigated properties that have been associated with clearance in other taxa. First, we asked whether codon usage distinguished destabilized versus stable maternal mRNA. In some taxa, cleared mRNA tend to contain sub-optimal codons, which is thought to be associated with poor translation efficiency and ribosome stalling, leading to mRNA destabilization [22,23]. We calculated codon adaptation indices (CAI) using empirically-determined codon frequencies from the most highly expressed maternal mRNA; however, there was no significant difference in CAI between cleared and uncleared mRNA, suggesting that codon usage is not a determinant of maternal clearance in Hydractinia (S7D Fig and S1 Table).

Next, we looked for over-represented sequences in the 3’ UTRs of cleared mRNA, which could correspond to recognition elements for RBPs. MEME motif discovery analysis [85] revealed weak enrichment of A-rich and U-rich motifs in the 3’UTRs of both early- and late-cleared maternal mRNA, when compared to a control set of stable mRNA (Fig 6A). A search for these motifs in the CISBP-RNA Database [86] revealed broad similarity to RRM-domain containing RBPs in other species, suggesting that Hydractinia RRM-containing RBPs participate in maternal clearance (S7E, S7F Fig). We additionally found a homolog of Smaug in the maternal contribution (HyS0016.179), suggesting that it too may have a role in the early phase of clearance (S3 Table), as has been proposed in Nematostella as well [47].

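Smaug (HyS0016.179), an RNA-binding protein that directs the removal of maternal mRNA in flies, had 108 ± 13.0 TPM in poly(A)+ and 171 ± 4.80 TPM in rRNA-depleted egg libraries (SD, n = 3 each). Its poly(A)+ level fell to 49.6 ± 0.845 TPM (SD, n = 2) at 4 h.p.f., a log2 fold change of -1.13 (standard error 0.20, adjusted p = 3.57e-04 from edgeR). At 24 h.p.f. it was at 113 ± 10.3 TPM (SD, n = 2). In rRNA-depleted libraries it had 125 ± 27.1 TPM (SD, n = 2) at 4 h.p.f. (adjusted p = 0.876 from edgeR) and 80.0 TPM at 7 h.p.f., a log2 fold change of -0.73 (standard error 0.12, adjusted p = 5.11e-04 from edgeR).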

**Fig 6:**
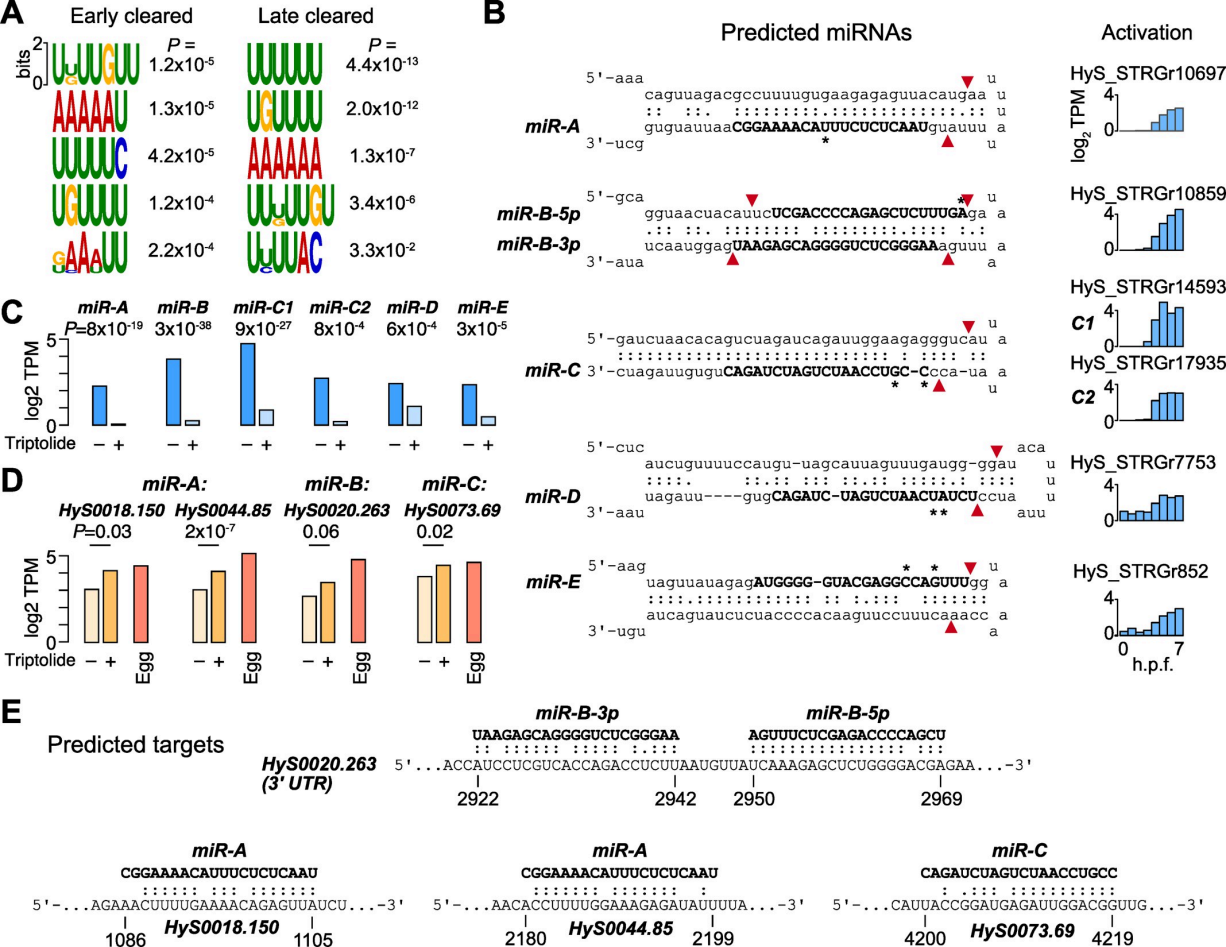
Clearance may be mediated by RNA-binding proteins and microRNAs. **(A)** Motifs found in the 3’UTRs of genes whose clearance is detected 2–4 hours post fertilization (h.p.f.) (left) versus ≥ 5 h.p.f. (right). P values are based on enrichment over a background set of stable mRNA, as calculated by the MEME Suite. **(B)** Predicted mature miRNAs (bold) in the precursor hairpin structural context of the primary transcripts that encode them. Red arrows mark predicted Dicer (loop proximal) and Drosha cleavage sites according to canonical processing. Asterisks mark base differences relative to predicted *H*. *echinata* miRNAs. Expression levels of each primary transcript from 0–7 h.p.f. are shown to the right. **(C)** RNA-seq expression levels of each predicted miRNA primary transcript in the presence or absence of Triptolide. P values are calculated by DESeq2 with FDR adjustment. **(D)** RNA-seq expression levels of predicted mRNA targets of miRNAs in the presence or absence of Triptolide, as compared to maternal levels in the egg. P values are calculated by DESeq2 with FDR adjustment. **(E)** Base-pairing of predicted miRNAs with their predicted mRNA targets. Coordinates are relative to the mature mRNA. TPM = transcript per million.

Finally, we considered whether any of the cleared maternal mRNA could be targets of miRNAs. We first interrogated the embryonic transcriptome for components of the miRNA biogenesis and targeting machinery and found that all of the essential enzymes are maternally provided as mRNA (S8A Fig), suggesting that the embryo is competent for miRNA-mediated regulation.

We then looked for evidence of primary miRNA transcripts in the embryonic transcriptome. We obtained *Hydractinia echinata* mature miRNA sequences from the Hydractinia genome sequencing project and Nematostella and Hydra miRNAs from miRBase [87], then performed BLAST alignment against our Stringtie de novo RNA-seq transcriptome. Of the 103 hits with E-value < 0.1, we filtered for significantly activated transcripts (DESeq adjusted *P* < 0.05) predicted by Vienna RNAfold [88] to adopt RNA hairpin secondary structures typical of miRNA precursors. This yielded six candidate miRNAs, which we call here *miR-A*, *miR-B-5p*, *miR-B-3p*, *miR-C*, *miR-D*, and *miR-E*, each homologous to *H*. *echinata* miRNAs with 1–2 mismatches, but not the other cnidarian miRNAs (Figs 6B and S8B, S8C and S9 Table). *miR-B-5p* and *miR-B-3p* map to opposite ends of the same putative precursor hairpin, slightly offset compared to the typical 2-nt overhangs induced by Drosha and Dicer cleavage, though variations in duplex position do occur in other miRNAs [89]. *miR-A* also has a non-canonical position and size relative to the predicted Dicer cleavage product; however, its *H*. *echinata* homolog is the most strongly scoring predicted miRNA, supported by >250,000 small RNA-seq reads [90]. The *miR-C* sequence was found duplicated in two different predicted genes (C1 and C2) in long stem loops uncharacteristic of Drosha processing [91] (S8D Fig), but instead resembling endogenous siRNA substrates that have been identified in other animals [92,93]. Expression of all the predicted miRNA primary transcripts is inhibited in Triptolide-treated embryos, confirming that they are zygotically encoded genes (Fig 6C), though there also appears to be a small maternal contribution as well (e.g., *miR-D*) (Fig 6B).

To identify potential targets of the candidate miRNAs, we performed BLAST alignment against cleared maternal mRNA sequences, anticipating extensive sequence complementarity between the mature miRNA and the mRNA consistent with what has been observed for other cnidarian miRNAs [94]. We recovered nine mRNA with strong antisense complementarity to one or more of the miRNA sequences (Figs 6D, 6E and S8E–S8G). No potential target sequences were found among the stable mRNA control set. Of these, three had significantly higher levels in Triptolide-treated embryos (DESeq2 adjusted *P* < 0.05), consistent with the inhibition of their predicted miRNA regulators (Fig 6D, 6E). 

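In rRNA-depleted libraries the predicted targets HyS0018.150, HyS0044.85 and HyS0073.69 were higher in Triptolide than in DMSO. HyS0018.150 had 33.9 ± 5.50 TPM in Triptolide and 15.5 ± 4.50 TPM in DMSO (SD, n = 2 each), against 40.8 ± 9.93 TPM in the egg (SD, n = 3). Its log2 fold change was 0.94 (standard error 0.27, adjusted p = 0.0219 from edgeR). HyS0044.85 had 37.3 ± 2.20 and 17.4 ± 0.489 TPM, a log2 fold change of 0.93 (standard error 0.11, adjusted p = 1.84e-04 from edgeR). HyS0073.69 had 50.6 ± 1.32 and 33.3 ± 0.882 TPM, a log2 fold change of 0.43 (standard error 0.08, adjusted p = 0.00341 from edgeR). In poly(A)+ libraries HyS0018.150 was higher in Triptolide as well (log2 fold change 0.80, adjusted p = 0.0263 from edgeR), while HyS0044.85 had a log2 fold change of 0.04 (standard error 0.19, adjusted p = 0.968 from edgeR). With RLE in place of TMM, HyS0018.150 and HyS0073.69 were not called (log2 fold change 0.73 and 0.22), and HyS0018.150 was not called without either library of clutch D there or either library of clutch G in poly(A)+.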

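HyS0020.263 had 60.9 TPM in rRNA-depleted egg libraries, 12.6 ± 0.252 TPM in DMSO and 21.6 ± 2.27 TPM in Triptolide (SD, n = 2 each). Its log2 fold change, Triptolide against DMSO, was 0.61 (standard error 0.15, adjusted p = 0.0106 from edgeR), and 0.40 by DESeq2 with an adjusted p of 0.0620. With poly(A)+ selection it was lower in Triptolide. The call in rRNA-depleted libraries ended with RLE in place of TMM (log2 fold change 0.40), and without the DMSO or the Triptolide library of clutch G (0.57 and 0.50).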

Beyond these three, the cleared mRNA HyS0020.263, encoding a predicted glutamate metabotropic receptor, appears to have adjacent target sites in its 3’UTR to both *hsy-miR-B-5p* and *hsy-miR-B-3p*, but only weak stabilization in Triptolide-treated embryos (DESeq2 adjusted *P* = 0.06) (Fig 6D, 6E). Although further experimental verification of both the predicted miRNAs and targets is needed, along with a more comprehensive survey of embryonic small RNAs, these results suggest miRNAs play roles alongside other factors in Hydractinia maternal clearance.

## Discussion

In sum, our transcriptome profile of early *H*. *symbiolongicarpus* embryogenesis has revealed strong thematic similarities in the maternal-to-zygotic transition between a cnidarian and bilaterians (Fig 7). Embryonic genome activation is preceded by a period of transcriptional quiescence, during which maternally contributed mRNA are either up-regulated via readenylation, or down-regulated via deadenylation as part of the first phase of maternal clearance. After genome activation, subsequent phases of maternal clearance are triggered, potentially involving de novo transcribed miRNAs. Thus, cytoplasmic polyadenylation, delayed genome activation, and maternal mRNA clearance are shared features of the MZT in both non-bilaterian and bilaterian animals. However, evidence for unusual embryonic histone and chromatin regulation likely involving H4K20 methylation so far distinguishes the Hydractinia MZT and warrants further investigation.

**Fig 7:**
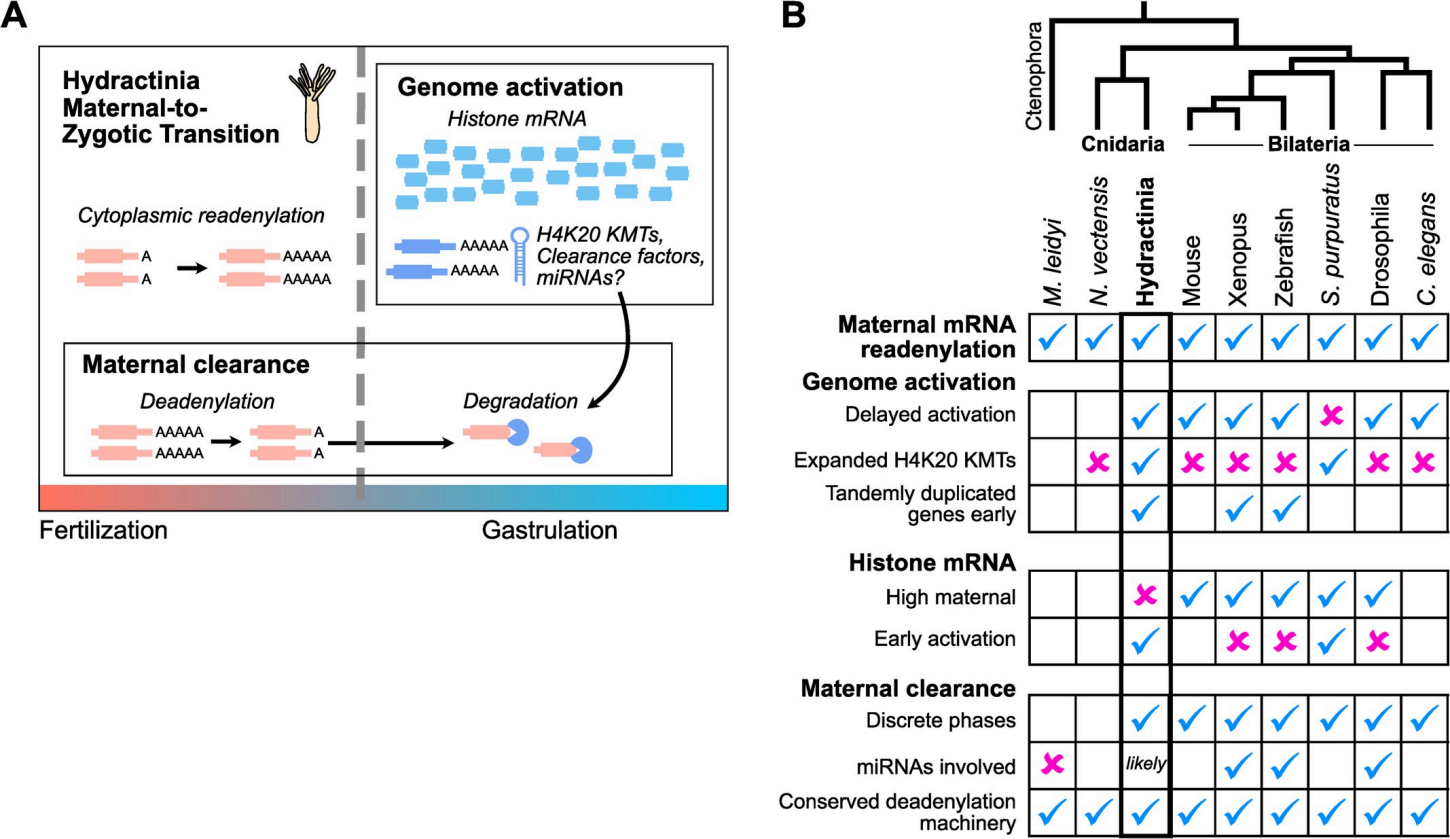
The maternal-to-zygotic transition in Hydractinia compared to other taxa. **(A)** In Hydractinia, prior to genome activation, maternal mRNA are subject to either poly(A) tail lengthening, or shortening as part of the maternal clearance program. After genome activation, histone mRNA predominate in the transcriptome, and an expanded repertoire of H4K20 methyltransferases as well as unknown clearance factors and predicted miRNAs are also de novo transcribed. These clearance factors likely initiate the mRNA degradation phase of maternal clearance. **(B)** Table comparing features of the Hydractinia maternal-to-zygotic transition shared or not shared with other taxa. A blue checkmark indicates the feature applies to the taxon, magenta “x” indicates it does not apply, empty boxes indicate undetermined or not definitively known–e.g., *M*. *leidyi* and *N*. *vectensis* may have delayed genome activation, but sufficient temporal resolution is currently lacking to determine this for sure. Evolutionary relationships between the taxa are represented by the cladogram above, with the Ctenophora and Cnidaria phyla and the Bilateria clade labeled.

Our observations were enabled by our rRNA-depletion strategy for RNA-seq, which allowed us to distinguish changes in absolute RNA levels from changes in poly(A) tail length manifested as differential pulldown efficiency when performing poly(A)+ RNA-seq [49]. Comparison between poly(A)+ and rRNA-depleted RNA-seq facilitated our discovery of cytoplasmic polyadenylation in a cnidarian embryo, which was recently demonstrated in Nematostella and *M*. *leidyi* as well [95], and thus is likely a common feature across embryos in the animal tree (Fig 7B). rRNA-depleted RNA-seq also allowed us to dissect the deadenylation dynamics of maternal clearance (Fig 5), as well as accurately quantify non-adenylated histone mRNA, introns from pre-mRNA, and non-coding RNA (Figs 1, 2 and S3). In the future, pairing rRNA-depletion with metabolic labeling / nascent RNA-seq strategies could increase detection sensitivity even further by selecting for rare copies of newly synthesized pre-mRNA from an embryonic transcriptome dominated by the maternal contribution [57,58].

Genome activation in Hydractinia is widespread across thousands of genes that were also expressed in the maternal contribution (Fig 1B–1D), similar to other animals [2,18,31,48,59]; as well as repetitive and transposon-associated elements, reinforcing a growing trend of the roles of transposons in shaping early embryonic gene expression across taxa by contributing regulatory sequences that can be co-opted to drive early gene activation [69,75–77]. However, it is the massive activation of histone gene transcription that underlies the major change to the blastula/gastrula transcriptome (Fig 2). The genomic configuration of these histone genes, which are short and encoded in long tandemly repeated arrays, may facilitate their early activation. Shorter genes tend to be activated earlier across different taxa’s embryos, for which initially rapid cell cycles present a conflict between DNA replication and transcription machinery that may be unfavorable for longer genes until the cell cycle slows [58]. In zebrafish and Xenopus, the repetitive organization of miRNA genes may also explain why they are the first to be activated in those species. The high concentration of promoters in the ~500 kb zebrafish miR-430-encoding locus was found to form a transcription body during early embryonic genome activation, which may subsequently spread to other genes [17,96,97]. Perhaps this genomic niche is served instead by the large histone gene arrays in Hydractinia. MiRNAs and histones play very different roles during the MZT, but they may share a requirement to be rapidly and abundantly transcribed in their respective early embryos.

Hydractinia embryos have an extremely low maternal histone mRNA concentration relative to other characterized taxa, which increases 18-fold after genome activation to dominate the embryonic transcriptome (Fig 2C). We found that this is in contrast to zebrafish, Xenopus, and Drosophila, where the major increase in histone mRNA production occurs later, to presumably meet the chromatin needs of thousands of newly synthesized genome copies; and mouse eggs were reported to also have a high maternal histone mRNA contribution that rapidly declines after the first cleavage [89]. Conversely, maternally derived high histone concentrations are inhibitory to early gene activation in many animals [9–13], so embryos likely strike a balance between histone and DNA concentration that helps facilitate the timing of gene expression in the context of rapid cell division during the MZT.

How is this histone balance achieved in Hydractinia embryos? One possibility is that histone concentration is not used as a barrier to genome activation in this taxon, but its sharp increase after genome activation could facilitate a shift toward repressive chromatin in the gastrula, perhaps in service of restricting potential in rapidly differentiating cells. Indeed, the co-expression of a large number of predicted H4K20 methyltransferases at genome activation (Fig 3) could be correlated with this chromatin remodeling activity, and the concomitant clearance of a maternal H4K20 methyltransferase variant (Fig 3A) suggests a maternal-to-zygotic chromatin regulatory transition for this mark. H4K20 methylation has been implicated in differential chromatin accessibility [72,73], and thus may participate in ensuring the activation of only specific transcriptional programs in embryonic cells. The potential for a similar expansion of H4K20 methyltransferase genes in sea urchin embryos (S4 Fig) raises the possibility that this represents an ancient mode of chromatin regulation that was only selectively maintained in certain animals, for reasons that remain to be discovered (Fig 7B). Of course, RNA-seq does not capture protein concentrations or translation dynamics, which may influence the interpretation of histone mRNA levels relative to chromatin states.

Phenomena other than histone-mediated repression would likely underlie genome activation timing in Hydractinia, many of which have been characterized in other taxa [1]. An intriguing phenomenon recently identified in Hydractinia suggests that the DNA base modification 6-methyladenine (6mA) plays a role, such that its random incorporation in the early embryonic genome inhibits gene activation [53].

The factors guiding Hydractinia genome activation also remain to be discovered among the many maternally provided transcription factor mRNA (Fig 4B); however, notable in the maternal contribution was a predicted HMG-domain factor with similarity to vertebrate Sox2 and the POU-domain containing Polynem, previously associated with Hydractinia stem-cell induction [78]. Zebrafish Pou5f3 (Oct4 homolog) and Sox19b (Sox2 homolog) along with Nanog, and Xenopus Pou5f3 and Sox3 (Sox2 homolog) are also maternally provided and required for genome activation in their respective species [18,59,79–81]. POU-domain and HMG-domain factors are found in the ctenophore *M*. *leidyi* maternal contribution as well [41]. Together, this suggests that homologs of mammalian pluripotency factors Oct4 and Sox2 may play ancient roles in animal embryonic stem cell induction. However, as not all animals use these factors for genome activation–notably Drosophila, which rely on the unrelated factors Zelda, CLAMP and GAF [98–101]–it is also possible that novel maternal transcription factors will also emerge as Hydractinia genome activators.

We find that at least half of the maternal contribution is targeted for clearance (Fig 5), which is similar in scale to bilaterian embryos [1]. Clearance is initiated through deadenylation by transcription-independent mechanisms, indicating that Hydractinia embryos have a maternal mode of clearance. The identification of PARN and CCR4-NOT components in the Hydractinia maternal contribution, along with similar findings in Nematostella [47] and *M*. *leidyi* [41], reinforces the roles of deeply conserved deadenylation pathways in mediating maternal clearance across animals [1,47] (Fig 7B). However, nucleolytic degradation of these transcripts does not occur until after genome activation, suggesting that additional zygotic clearance factors must be de novo transcribed. Clearance targets were not fully stabilized upon Triptolide treatment, which could be due to incomplete efficacy of the drug (S7C Fig) as has been previously reported [102], or could indicate overlapping, redundant maternal and zygotic mechanisms that contribute to mRNA clearance. Parallel maternal and zygotic modes of clearance are found across bilaterians [23,67,103,104], and our findings establish this phenomenon in cnidarians as well. We also note that Triptolide may affect other cellular components, which may or may not be downstream consequences of transcription inhibition [102], so it is possible that these could have an impact on mRNA stability. Triptolide has also been reported to activate the calcium channel Polycystin-2 [105], which could affect intracellular Ca^2+^ levels in the embryo, and there has been at least one report linking calcium signaling with mRNA half life [106]. The use of alternative inhibitors such as α-amanitin in the future would help clarify the specificity of Triptolide in Hydractinia embryos.

Finally, we predict that a select number of maternal mRNA are cleared by de novo transcribed miRNAs (Fig 6). Direct quantification of *H*. *symbiolongicarpus* embryonic miRNAs remains to be done; however, there is strong evidence that primary miRNA transcripts are among the de novo activated genes in the embryo by sequence matches to *H*. *echinata* miRNAs (S8B Fig). We cannot exclude the possibility that maternally provided miRNAs also exist, though given that cnidarian miRNAs induce cleavage rather than deadenylation [94], which we do not observe until after genome activations, unknown mechanisms would likely delay their activity initially. Although miRNAs play major roles in the zygotic mode of maternal clearance in zebrafish [35,37] Xenopus [38], and Drosophila [36], a comparable scope of miRNA-mediated clearance was unlikely to exist in Cnidarians: because bilaterian miRNAs canonically recognize mRNA via short 6–8 bp regions of complementarity in 3’ UTRs, they can target hundreds of maternal mRNA [91]. In contrast, cnidarian miRNAs have been found to rely on full-length complementarity between the ~22 nt miRNA and the target mRNA [94], which would tend to limit miRNA regulation to only one or a few mRNA. Thus, the existence of miRNA-mediated maternal clearance in a cnidarian embryo likely reflects convergent evolution of a post-transcriptional regulatory strategy during the MZT. Indeed, clearance-associated Drosophila miR-309 and zebrafish/Xenopus miR-430/427 are unrelated [1], suggesting that independently evolved deployment of core gene regulatory mechanisms is a common feature of the MZT across taxa.

In conclusion, our dissection of the maternal-to-zygotic transition in a cnidarian fills a long-standing gap in our goal to understand the unifying features across animals of early embryonic gene regulation. Although we continually find that the mechanistic details vary widely between species, shared gene regulatory themes emerge. This motivates the further inclusion of embryos from a larger collection of taxa, to uncover the ancient regulatory logic that may underlie early animal development, and better understand the context in which species-specific strategies have evolved.

## Methods

### Embryo collection

*H*. *symbiolongicarpus* colonies were maintained and spawned as described in [107]. Gametes were collected from breeder colonies 291–10 and 295–8 and used for fertilization in artificial sea water (Instant Ocean Reef Crystals ~28–31 ppt) at 20° C in a petri dish, reserving a portion of unfertilized eggs for immediate collection. After 15 minutes, fertilized eggs were washed, then the first time point was collected 15 minutes later while still at 1-cell stage (30 min post fertilization, m.p.f.). Embryos were transferred to a 23° C incubator for subsequent collections. For each collection, approximately 100 embryos were transferred into a 1.5 ml eppendorf tube, excess water removed, flash frozen in liquid nitrogen, and stored at -80° C until RNA extraction.

For Triptolide (Apexbio #MFCD00210565) treatment, a 4 mM stock solution dissolved in DMSO was added to each treated embryo dish at 30 m.p.f. to a final concentration of 20 μM Triptolide and 0.5% DMSO in seawater. DMSO was added in parallel to mock-treatment embryos dishes to 0.5% DMSO final. Batch-matched untreated embryos in seawater were kept for reference. Embryos were collected at 7 h.p.f.

### RNA extraction

Frozen embryos in 1.5 ml eppendorf tubes were homogenized with a pestle in 500 μl of TRIzol (Invitrogen #15596026) (note that for later timepoints 24–72 h.p.f., some particulates remained after pestling). 100μl chloroform was added, vortexed for 15 sec, then centrifuged at 13,000 RPM at 4°C for 15 minutes. The aqueous phase plus 340 μl of isopropanol and 1 μl of GlycoBlue (Invitrogen #AM9515) were added to a new tube and precipitated overnight at -20° C. To pellet, tubes were centrifuged at 13,000 RPM at 4° C for 30 minutes, supernatant removed, 500 μl of cold 75% ethanol added, and centrifuged at 13,000 RPM at 4° C for 15 minutes. Ethanol was drawn off with a P200, then P10 pipet and tubes left to air dry in a fume hood for 10 minutes. Pellets were resuspended in 50 μl of nuclease-free water, concentration measured by NanoDrop, and stored at -80° C until use.

### rRNA antisense oligo design

rRNA content in the early embryo was assessed by pilot RNA-seq experiments on 2-cell *H*. *symbiolongicarpus* embryos (0.5–1 h.p.f. at 20° C), building parallel total-RNA and poly(A)+ Illumina strand-specific libraries using the Ultra II RNA-seq library kit (NEB #E7765) (see below). Total RNA-seq reads were used for Trinity v2.12.0 de novo transcriptome reconstruction [108] to empirically determine the specific rRNA species represented in the embryonic transcriptome, which recovered two nearly identical 5–6 kb contigs corresponding to the 45S pre-rRNA locus. Refseq-annotated *N*. *vectensis* 18S, 5.8S, and 28S rRNA sequences aligned the contig at expected positions (XR_004291954, XR_004294136, and XR_004293519, respectively). BLAST alignment of the de novo assembled 45S rRNA to the genome assembly revealed multiple full-length and partial hits across the Hsym 1.0 genome assembly, including 10 tandem copies on scaffold HyS0316 (S1D Fig).

To identify expressed mitochondrial rRNA, total RNA-seq reads were aligned using bowtie2 [109] to a Genbank-deposited *H*. *symbiolongicarpus* full mitochondrial genome sequence (LN901197.1), and coverage was confirmed over the 16S and 12S rRNA encoding regions. These regions in turn align to the genomic scaffold HyS0613. In all, <1% of all aligned reads corresponded to the mitochondrial rRNA in total rRNA libraries, compared to 97% aligned to 45S rRNA.

The predicted nuclear (28S, 18S, and 5.8S) and mitochondrial (16S, 12S) rRNA sequences were used as inputs to our Oligo-ASST web tool [49], generating 136 39-40mers spaced on average 20 bp apart that tiled the five rRNA genes (S2 Table). Oligos were ordered from Thermo Fisher as individual dry, desalted tubes at 25 nmol scale, resuspended to 1000 μM with nuclease free water, then separate pools were created for the nuclear and mitochondrial oligos by combing 1 μl of each tube and diluting to a final 10X stock concentration of 4 μM per oligo for nuclear, 1 μM per oligo for mitochondrial, as per [49].

### RNA-seq library construction

Each biological sample from the early time points (0–7 h.p.f.) was split for two different RNA-seq preps, poly(A)+ selected and rRNA-depleted; 24–72 h.p.f. samples were subjected only to poly(A)+ prep.

rRNA depletion proceeded as described in [49]. 1 μl of each of the two 10X rRNA depletion oligo stocks was combined with 1 μg of total RNA in a 10μl hybridization reaction (100 mM Tris–HCl pH 7.4, 200 mM NaCl, 10 mM DTT) in a 0.2 μl PCR tube, to a final concentration of 0.4 μM per nuclear oligo and 0.1 μM per mitochondrial oligo. The reaction was heated in a thermal cycler at 95°C for 2 min, then cooled to 22°C at a rate of -0.1° C / sec and held for 2 min. Digestion was performed with 2 μl (10U) of thermostable RNaseH (NEB #M0523S) and 2 μl of 10X buffer in a 20 μl volume at 65° C for 5 min, then placed on ice. 2.5 μl of TURBO DNase (Invitrogen #AM2238) with 5 μl of 10X buffer was added, volume brought to 50 μl, then incubated at 37°C for 30 min. The RNA was size-selected to ≥200 nts using the Zymo RNA Clean and Concentrator-5 kit (Zymo #R1013) according to manufacturer’s protocol and eluted in 6 μl of nuclease-free water.

Poly(A) selection was performed using NEB-Next Poly(A) mRNA Magnetic Isolation Module (NEB #E7490L) according to the manufacturer’s protocol starting with 1 μg of total RNA and performing two rounds of selection. RNA was eluted off of the beads with provided Tris buffer, then cleaned up with the Zymo kit with in-column DNase treatment and eluted in 6 μl of nuclease-free water.

Strand-specific RNA-seq libraries were constructed using the NEB Ultra II RNA-seq library kit (NEB #E7765) according to manufacturer’s protocol with the following parameters: 12–35 ng of rRNA-depleted or poly(A)+ selected RNA was fragmented at 94° C for 15 minutes in first-strand buffer, then subjected to half-reaction volume library prep with 5-fold dilution of adapters and 9 cycles of PCR amplification; Sera-Mag Select beads (Cytiva 29343045) were used for cleanup steps. Libraries were quantified using Qubit dsDNA high sensitivity (Invitrogen #Q32851) and sequenced paired end on an Illumina NextSeq 500 or NextSeq 2000 at the Health Sciences Sequencing Core at Children’s Hospital of Pittsburgh.

### RNA-seq data analysis

RNA-seq reads were trimmed of trailing Ns and adapter sequence using Trim Galore v0.6.6 (https://github.com/FelixKrueger/TrimGalore) with Cutadapt v1.15 [110]. For gene-level quantification, RNA-seq reads were pseudo-aligned to the Hsym 1.0 protein-coding transcriptome [90] using kallisto v0.46.1 [111] in paired rf-stranded mode. Counts were rounded to integers. Differential expression analysis was performed using DESeq2 v4.0.3 [112] on poly(A)+ samples and rRNA-depleted samples separately, discarding genes that had <10 reads across all samples. Genes with FDR-adjusted DESeq2 *P* value < 0.05 between two samples were considered differentially expressed. An expression threshold of 1 TPM was used to distinguish evidence of any gene expression, while 5 TPM was used to define gene subsets with robust expression.

For de novo transcriptome prediction, RNA-seq reads were first aligned to the Hsym 1.0 genome sequence using HISAT2 [113] with the—rna-strandness RF parameter. Stringtie v2.2.1 [114] was used for step-wise construction of an augmented transcriptome annotation. First, two poly(A)+ Stringtie transcriptomes were constructed separately using poly(A)+ libraries from 3–7 h.p.f. and libraries from 24–72 h.p.f. For each set, Stringtie was run with minimum transcript length = 100 bp and minimum proportion (-f) = 0.25 using the Hsym v1.0 protein-coding gene annotation as a reference GTF. The two poly(A)+ Stringtie transcriptomes were merged using stringtie–merge, then the GTF file was filtered to exclude any chimeras of Hsym v1.0 annotated genes; for each chimeric Stringtie gene removed, the original Hsym v1.0 gene annotations involved in the chimera were added back. Next, a Stringtie transcriptome was constructed using rRNA-depleted libraries from 3–7 h.p.f. and compared with the poly(A)+ Stringtie transcriptome GTF using gffcompare v0.12.6 [115]. rRNA-depleted Stringtie genes overlapping poly(A)+ Stringtie genes were filtered out (keeping only codes x, i, y, p, and u), and the remaining genes were combined with the poly(A)+ Stringtie transcriptome. Gene IDs have the prefix HyS_STRGp for annotations based on the poly(A)+ libraries and HyS_STRGr for annotations based on the rRNA-depleted libraries.

For gene count quantification on the combined Stringtie transcriptome, kallisto was used with a filtered set of transcript sequences that excluded certain non-coding RNA and repetitive sequences (see below, Gene annotation).

For intron-sensitive read count quantification, the unfiltered Stringtie transcriptome was used with featureCounts v2.0.1 [116] in reverse-strand paired mode on the HISAT2-aligned reads for rRNA-depleted samples, first using transcript features (-t transcript) to get pre-mRNA counts, then to exonic features (default) to get typical mRNA counts. Only unique, unambiguously mapping reads are counted, and only genes corresponding to an original Hsym v1.0 annotated gene were retained (the entire Stringtie-augmented transcriptome was used for quantification to ignore intronic reads that could ambiguously be assigned to novel genes). An intron count table was constructed by subtracting exon counts from pre-mRNA counts, then filtered to exclude genes whose intronic reads per kilobase per million (RPKM) was less than 0.5 (summed intronic length was used for the length normalization factor, summed pre-mRNA counts across all genes was used for the library normalization factor). The exonic and intronic counts were combined into one counts table for DESeq2 differential expression, such that each gene could have up to two different entries for exonic and intronic counts, respectively. Significantly up-expressed genes based on intron signal would have adjusted P < 0.05 for the gene’s intron entry.

For the intron RNA-seq coverage heatmap and metaplots, a BED file of introns was constructed from the Hsym v1.0 gene annotations, removing any introns that overlapped any exon in the Stringtie-augmented transcriptome. This BED file was used with deeptools v3.5.1 [117] computematrix scale-regions command with +/- 100 bp flanking (exonic). For the windowed genome activation analysis, log2 fold difference in 10kb windows across the genome was calculated using deeptools bigwigCompare between two bigWig coverage files from HISAT2 alignment according to the comparison.

Additional analyses were performed using R and python3.

### Gene annotation

Hsym v1.0 amino acid sequences were BLASTed against the SwissProt database, downloaded from NCBI on Feb 4, 2023 using ncbi-blast+ v2.11.0 [118], retaining the best hit per gene. Gene Ontology annotations keyed to the SwissProt accession numbers were downloaded from ftp.ebi.ac.uk/pub/databases/GO/goa/UNIPROT on Mar 18, 2023. GO terms were associated with Hsym genes according to the terms annotated for the best SwissProt BLAST hit, only if the BLAST match had E < 1e-5.

For the novel StringTie-predicted genes (non-overlapping with existing gene annotations), an initial blastn search against Nematostella and Hydra non-coding RNAs curated from RNAcentral [119] (E < 1e-5, word_size 11) identified the abundant, mostly Pol-III transcribed non-coding RNAs, which were excluded from subsequent annotation. Hits annotated as “FAK,” “microRNA,” “uncharacterized,” or “phosphatidylinositol” were not excluded. The remaining genes were scanned against the DFAM curated repeat element database [120] using HMMER v3.1b2 [121] (hmmscan -E 1e-3—noali—notextw); annotated for low-complexity sequence using Dust [85]; blastx (translated) searched against SwissProt (E < 1e-3); and blastn searched against the RefSeq nucleotide database, downloaded from NCBI on Feb 6, 2023 (E < 1e-5, word_size 11), retaining the best hit for each search. Genes were clustered according to sequence similarity by CD-HIT [122] (≥50 nts of >80% sequence identity). Maximum open-reading frame length was calculated using EMBOSS sixpack v6.6.0.0 [123].

For histone annotation, *H*. *echinata* histone protein sequences reported in [60] were downloaded from Genbank (accession numbers KX622123-KX622141) and used for blastp searches querying Hsym genes, retaining the best hit per gene. Conserved gene structure between *H*. *symbiolongicarpus* and *H*. *echinata* was used to assign specific gene names for histone paralogs with indistinguishable amino acid sequences.

The NCBI web implementation of CD-Search Domain analysis [124] was used to annotate the predicted Hydractinia H4K20 methyltransferase protein sequences. To identify other species’ putative H4K20 methyltransferases, *Hydra vulgaris* (Hydra 2.0 Augustus protein models), *Nematostella vectensis* (jaNemVect1.1 NCBI Annotation Release 101), *Mnemiopsis leidyi* (reference and unfiltered models from the Mnemiopsis Genome Project Portal https://research.nhgri.nih.gov/mnemiopsis/), and *Strongylocentrotus purpuratus* (Spur5.0) protein sequences were searched against the CDD NCBI database, downloaded on Jun 14, 2023 using rpsblast with parameters -max_target_seqs 5 -evalue 0.1.

For RNA-seq read count quantification on the Stringtie transcriptome, certain non-coding genes were excluded based on the above annotations: all ncRNA from the cnidarian RNAcentral search, additional tRNA, U7, and U17 RNAs identified by Dfam search, spliceosomal RNA identified by the RefSeq search, any additional novel genes clustered with these ncRNA by CD-HIT (guilt by association), and any predicted genes with >50% of their length low complexity sequence according to Dust analysis.

### Stage-specific expression analysis

Stage-specific genes were identified as having <1 TPM average expression in at least one stage and >5 TPM average expression in another stage and significantly different (DESeq2 adjusted P < 0.05) in any stage compared to egg, based on poly(A)+ samples. Genes were clustered according to the stage when highest expression is observed.

GO enrichment analysis was performed by counting occurrences of each GO term associated with the genes in each stage cluster, pooling the 4–7 h.p.f. clusters due to low gene counts. For each GO term, a 2x5 Chi-squared test was performed (# genes annotated with the GO term, # genes not annotated; for 5 stage clusters) (991 tests). P values were FDR adjusted using the Benjamini-Hochberg method as implemented in R.

For transcription factor stage expression comparisons, genes annotated with the GO terms GO:0003700, DNA-binding transcription factor activity; and GO:0043565, sequence-specific DNA binding were extracted and manually curated to retain transcription factors. Maternal transcription factors of interest had >50 TPM expression in an egg rRNA-depleted sample, except for Polynem, which was manually included. The most strongly maternal factors were shown in the heatmap (highest egg expression of the genes with >5-fold enrichment in egg compared to some other stage, except for Polynem). Later-stage-specific transcription factors were obtained by intersecting the stage-specific gene list with the transcription factor list.

### Cross-species histone expression quantification

For Drosophila, RefSeq coding RNA annotations were downloaded from the UCSC genome browser on Feb 23, 2023, and histone genes were identified as annotated (His1/His2A/His2B/His3/His4 name prefixes, plus BigH1 and cid). Zebrafish Ensembl r109, Xenbase *X*. *tropicalis* v10.0, and Echinobase sp5_0 *S*. *purpuratus* coding regions were BLASTed against SwissProt to identify the histone genes in these species. kallisto gene count quantification for Drosophila, zebrafish, and Xenopus was done for the following samples downloaded from public repositories as follows.

Drosophila (NCBI SRA SRP068959, reverse stranded and single [64], and ENA E-MTAB-11580, rf stranded and paired [63]): SRR3129014 (egg), ERR9389553 (95 m), ERR9389557 (105 m), ERR9389561 (115 m), ERR9389564 (125 m), ERR9389567 (145 m), ERR9389570 (160 m), ERR9389571 (175 m), ERR9389576 (190 m), ERR9389581 (220 m).

Zebrafish (NCBI SRA SRP189512 and SRP149556, rf stranded and paired [67]):SRR8788633 (1-cell), SRR5893050 (64-cell), SRR8788673 (256-cell), SRR5893043 (1k-cell), SRR8788676 (oblong), SRR8788679 (sphere), SRR8788695 (dome), SRR8788699 (50% epiboly), SRR5893169 (shield), SRR8788656 (75% epiboly).

*X*. *tropicalis* (NCBI SRA SRP053406, rf stranded and paired [66]): SRR1795631 (0 h.p.f.), SRR1795666 (2 h.p.f.), SRR1795676 (3.5 h.p.f.), SRR1795678 (4.5 h.p.f.), SRR1795632 (5 h.p.f.), SRR1795634 (5.5 h.p.f.), SRR1795636 (6.5 h.p.f.), SRR1795638 (7.5 h.p.f.), SRR1795640 (8.5 h.p.f.), SRR1795642 (9.5 h.p.f.), SRR1795645 (10.5 h.p.f.).

The *S*. *purpuratus* RNA-seq is CAGE-seq data, so bowtie2 alignment on the transcriptome was performed instead on the following samples (NCBI SRA SRP311353, forward stranded and single [65]): SRR14009432 (0 h.p.f.), SRR14009433 (6 h.p.f.), SRR14009434 (12 h.p.f.), SRR14009435 (18 h.p.f.), SRR14009436 (24 h.p.f.), SRR14009437 (30 h.p.f.).

Expression level increase at each time point was calculated as the reads-per-million difference compared to the maximum of the first two time points, which are pre-genome activation (except for *S*. *purpuratus*, for which only 0 h.p.f. was used as time 0), summed across all genes per category (histone or non histone) that have at least a 2-fold increase. For *S*. *purpuratus*, a trimmed total read sum was used for normalization (genes in the 10th-90th percentile) to prevent the high histone counts from skewing RPM values.

The zebrafish mir-430 region sequence was extracted from GRCz11 chr4:28694328–28710737 and the *X*. *tropicalis* miR-427 regions were extracted from XENTR_10.0 Chr3:146283012–146364041 (+ strand cluster) and Chr3:146258923–146283126 (- strand cluster). Total read count to the entire region per sample per species was obtained by bowtie2 alignment.

### Analysis on cleared mRNA

To define clearance groups, genes significantly decreased (DESeq2 adjusted P < 0.05) compared to egg stage were identified at each subsequent time point, and genes with ≥ 2-fold decrease and minimal oscillation over time (no stage-to-stage increases of >1.5-fold) were retained for analysis. A set of stable maternal reference genes was curated that had <1.25-fold difference in the poly(A)+ samples from 4, 5, 6, and 7 h.p.f. compared to egg and were not significantly changed in Triptolide treatment compared to DMSO (N = 281 genes).

To calculate codon adaptation index, the method of [125] was used based on codon usage frequencies of the top 100 expressed maternally contributed mRNA that were not cleared. For motif analysis, 3’UTRs were extracted from Hsym v1.0 gene annotations, discarding UTRs ≤ 20 nts. The MEME motif finder [85] was run in discriminative mode using the 3’UTRs of early or late cleared genes as foreground and the 3’UTRs of stable genes as background with parameters -rna -nmotifs 20 -mod anr -minw 6 -maxw 12.

To predict miRNAs, a set of reference cnidarian miRNAs was curated as follows: Nematostella and Hydra mature miRNA sequences from miRBase release 22.1 [87], the Hydractinia miR-2022 sequence from [126], and *H*. *echinata* miRNAs downloaded from the Hydractinia Genome Project [90]. These were used for blastn search against the novel Stringtie genes with parameters -evalue 0.1 -ungapped -word_size 7. Significant hits were overlapped with RNA secondary structure stem-loop regions as predicted by Vienna RNALfold -z [88], and refined structures were predicted for promising candidates with flanking sequence using Vienna RNAfold. Predicted targets were identified by performing blastn on the candidate mature miRNA sequences against cleared and stable mRNA with parameters -evalue 10 -ungapped -strand minus -word_size 4, and manually verified to take potential G:U pairing into account.

## Supporting information

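In a pilot, RNA of embryos at 1 h.p.f. by the sample labels was sequenced without selection and with poly(A)+ selection, in 1 library each. The authors counted both in the same way as the main libraries, and the totals on protein-coding genes were 548644 and 7902866 counts. Over the 9872 genes with at least 50 counts in the pair, Pearson's r across genes was 0.970 and Spearman's rho 0.942. Of these, 34 genes were at least 8-fold higher without selection and 2 at least 8-fold higher with poly(A)+ selection. Histone genes on HyS0385, whose mRNA lacks a poly(A) tail, held 0.0344% of the counts without selection and 0.000770% with selection. There are no replicates, so no test was made, and the unselected library is the shallowest in the series.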

S1 Fig rRNA-depletion RNA-seq facilitates detection of genome activation. **(A)** Biplot comparing total RNA-seq (no selection) to poly(A)+ selected RNA-seq. **(B)** Proportion of sequencing reads mapping to rRNA without selection, with poly(A)+ selection, and with rRNA depletion at 1 hour post fertilization (h.p.f.). **(C)** Browser tracks over the composite 45S rRNA locus showing RNA-seq coverage in the different selection strategies. **(D)** Browser track showing a predicted array of 45S genes on the genome scaffold HyS0316. **(E)** Heatmaps showing intronic RNA-seq coverage of activated genes over time. RPM = reads per million.
(TIF)

S2 Fig *H*. *symbiolongicarpus* may encode a novel histone H1. **(A)** Browser tracks showing two identical novel H1 genes (H1.4) and RNA-seq coverage over time. **(B)** Multiple alignment of the amino acid sequences of human H1.1 (top), *Hydra vulgaris* H1A-like (middle) and the novel *H*. *symbiolongicarpus* H1.4 (bottom). The CD-Search annotated linker histone domain is marked in red.
(TIF)

S3 Fig H4K20 methyltransferases are variably expanded in non-bilaterians. **(A)** Protein domain schematics for predicted H4K20 methyltransferases in other cnidarians, showing positions of the SETD8 SET domain (orange), as predicted by CD-Search. Reciprocal best BLAST hits to Hydractinia H4K20 methyltransferases are annotated to the right; embryonic-expressed genes are bolded. **(B)** Predicted H4K20 methyltransferases in *M*. *leidyi*.
(TIF)

S4 Fig H4K20 methyltransferases are expanded in sea urchin. **(A)** Protein domain schematics for predicted H4K20 methyltransferases in sea urchin, showing positions of the SETD8 SET domain (orange), as predicted by CD-Search. **(B)** Heatmap showing expression levels of the H4K20 methyltransferases over sea urchin development, using the data of Khor et al 2021. h.p.f. = hours post fertilization. **(C)** Schematics showing BLAST similarity between sea urchin (top in each pair) and Hydractinia H4K20 methyltransferases. BLAST E-values for each significant high-scoring pair (pink shaded regions) are annotated. SET domains are orange. Three nearly identical sea urchin genes (lower right) have the same degree of BLAST similarity to HyS0109.11, so only one representative schematic is shown.
(TIF)

S5 Fig Unannotated expressed genes are mostly non-coding. **(A)** Comparison of activation levels of 10-kb windows tiled across the genome at 3 hours post fertilization (h.p.f.) versus egg (x axis) and 4 h.p.f. versus egg (y axis). Windows with major levels of activation are accounted for by histone genes (red triangles), except for two windows that have predicted ribosomal RNA genes. **(B)** Biplots of summed expression across the predicted noncoding gene classes uncovered by Stringtie transcriptome assembly.
(TIF)

S6 Fig Stage-specific transcription factors are expressed after genome activation. Heatmap showing expression patterns of non-maternal stage-specific transcription factors. Gene names are the best BLAST hit to UniProtKB / SwissProt, DNA binding domains are in parentheses.
(TIF)

S7 Fig Evaluation of different potential maternal clearance mechanisms. **(A)** Table of maternal expression levels of predicted deadenylase factors as identified by BLAST search. **(B)** Biplot showing expression levels in untreated versus DMSO vehicle embryos. Orange points are genes with significant activation over time in wild-type embryos. **(C)** Biplot showing failed activation of wild-type activated genes (orange) with Triptolide treatment. Two of these genes have prominently higher expression upon Triptolide treatment, HyS0422.6 and HyS4764.1. These are both single-exon genes similar to retrovirus-related reverse transcriptase genes, suggesting that these might actually be transposon sequences and not transcribed by Pol II. Conversely, these transposons may be inhibited by mechanisms requiring genome activation, which would account for their up-expression upon Triptolide treatment. TPM = transcripts per million. **(D)** Comparison of codon adaptation index (CAI) between cleared mRNA and a set of stable mRNA, showing no significant decreased CAI associated with clearance. **(E, F)** Top hits from the CISBP-RNA database for each of the MEME motifs enriched in cleared genes.

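HyS0422.6 had 12.3 ± 3.51 TPM in Triptolide and 0.414 ± 0.0823 TPM in DMSO in poly(A)+ libraries (SD, n = 2 each), a log2 fold change of 4.81 (standard error 0.77, adjusted p = 3.56e-04 from edgeR). HyS4764.1 had 131 ± 3.41 and 1.84 ± 0.122 TPM in the same libraries, a log2 fold change of 6.12 (standard error 0.53, adjusted p = 3.13e-07 from edgeR). In rRNA-depleted libraries HyS4764.1 had 146 ± 3.25 and 5.79 ± 1.87 TPM (log2 fold change 4.49, standard error 0.31, adjusted p = 2.69e-06 from edgeR). HyS0422.6 had 14.1 ± 1.76 and 1.96 ± 0.412 TPM there (log2 fold change 2.67, standard error 0.87, adjusted p = 0.0404 from edgeR), a call that DESeq2 did not make (adjusted p = 0.375) and that ended with RLE and without any 1 of the 4 treated libraries. In the egg HyS4764.1 had 0.615 ± 0.321 TPM and HyS0422.6 0.0679 ± 0.118 TPM in rRNA-depleted libraries (SD, n = 3 each).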

(TIF)

S8 Fig Potential miRNA-mediated regulation of maternal clearance. **(A)** Maternal expression levels for predicted components of the miRNA biogenesis pathway and the RNA-induced silencing complex. **(B)** Alignment of predicted *H*. *symbiolongicarpus* mature miRNAs with *H*. *echinata* miRNAs. **(C)** A second transcript that contains the predicted miR-B miRNA sequences, but in a structural context inconsistent with canonical Dicer processing (canonical Dicer cleavage sites marked by red arrows). Asterisk marks a base difference compared to *H*. *echinata*. **(D)** The full duplex structure in which predicted miRNA miR-C is found, suggesting it is not a Drosha substrate. **(E, F)** Predicted mRNA targets, as recovered by BLAST sequence similarity, showing potential base pairing configuration with the mature miRNAs. **(G)** RNA-seq expression levels of predicted mRNA targets of miRNAs in the presence or absence of Triptolide, as compared to maternal levels in the egg. None of the differences are significant, by DESeq2 with FDR adjustment.
(TIF)

S1 Table Additional figure data.

S2 Table Oligos for rRNA-depletion.

S3 Table RNA-seq expression levels.

S4 Table Activated genes.

S5 Table All differential expression stats.

S6 Table S. purpuratus RNA-seq.

S7 Table Other species RNA-seq.

S8 Table H4K20me transferase domains.

S9 Table Stringtie-predicted genes.

S10 Table Stage-specific genes.

S11 Table Maternal clearance categories.

How the deposited data were processed for this re-analysis (not part of the article)

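The deposited series holds 45 samples of Hydractinia symbiolongicarpus, and each has its own set of values in a single table. Of these, 25 are poly(A)+ libraries and 18 are rRNA-depleted libraries of unfertilized eggs, embryos, larvae and embryos treated with DMSO or Triptolide. The remaining 2 are pilot libraries of embryos at 1 h.p.f. by the sample labels, made without selection and with poly(A)+ selection. Embryos were treated with 20 µM Triptolide in 0.5% DMSO, or with DMSO alone, and collected at 7 h.p.f. The values are estimated counts per gene model, which the authors made from trimmed reads (Trim Galore 0.6.6, cutadapt 1.15) by pseudo-alignment to the protein-coding transcriptome with kallisto 0.46.1. The authors deposited them without rounding and without normalization. Of 22022 gene models, 21380 have a count in some library. Every length given with the counts is a multiple of 3, so it is a coding length without untranslated regions, with a median of 1062 bases.

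Totals on protein-coding gene models ranged from 3107656 to 32015950 counts in poly(A)+ libraries (median 16784271) and from 3503029 to 20464345 in rRNA-depleted libraries (median 11323826). The libraries at 5, 6 and 7 h.p.f. from clutch B are among the shallowest, so genes with few reads are measured less precisely there. The labels give 7 clutch letters. Untreated eggs came from clutches A, C and D, stages up to 4 h.p.f. from A or from A and C, stages from 5 to 7 h.p.f. from B (and D for poly(A)+ at 7 h.p.f.), larvae from E and F, and treated embryos from D and G. Differences between clutches A and C were correlated across genes between stages, with r from 0.36 to 0.67 in poly(A)+ and from 0.57 to 0.81 in rRNA-depleted libraries. For clutches D and G the correlation between DMSO and Triptolide was 0.03 and -0.04, so no difference between D and G shared by both treatments was seen. The paper's supplement names the treated rRNA-depleted libraries D1 and D2. That D and G are separate clutches rests on the labels. Among 20 pairs of replicate libraries 0 held identical values, and r across genes ranged from 0.977 to 0.999.

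Counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F test after TMM normalization and with Benjamini-Hochberg adjustment at 0.05. Genes with at least 10 reads summed over the libraries of a fit were kept, 18928 in poly(A)+ and 15944 in rRNA-depleted libraries. Each library type was fitted by itself with 1 mean per stage and treatment (14 and 11 groups), and 11 and 7 residual degrees of freedom. Stages with 1 library were tested on the assumption that they vary like the replicated stages. Each stage was compared with the egg and Triptolide with DMSO. The difference between library types in the change from the egg at 2, 3, 4 and 7 h.p.f., and in the effect of Triptolide, was tested in a fit over 43 libraries, 25 groups and 19461 genes, without a term for the sample behind each of 18 pairs of libraries. Gene sets were tested with fry and camera from limma 3.58.1. TPM were computed from the counts and the coding lengths. Figures were drawn with matplotlib 3.10.9 in python 3.11.15.

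Early-cleared genes were those first called at least 2-fold lower than the egg at 2 to 4 h.p.f. in poly(A)+ libraries, and late-cleared genes those first called at 5 to 7 h.p.f., without a rise of more than 1.5-fold from stage to stage. Stage-specific genes had a mean under 1 TPM at some stage and over 5 TPM at another, and were called against the egg. A gene counted as detected at a mean of at least 1 TPM. The share of counts on scaffold HyS0385 stands for histone genes, since no gene names come with the counts and the reference table at hand matched 0 of the identifiers. The correlation of DMSO and untreated embryos used log2 CPM with a pseudocount of 1.

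Most genes named in the text were fixed by a rule written before the data were examined. They are the genes that the paper names by identifier in its text, legends, Figs 1E, 3A, 4B, 5C and 6D and the Hydractinia sheet of S8 Table, 68 in all, whose values in the paper had been seen. With no gene names at hand, the rule adds for the comparisons at 2, 3 and 4 h.p.f. and for Triptolide the 2 genes up and 2 genes down with the largest change among called genes whose libraries all lie on one side. Outside the rule are HyS0033.2, HyS0051.1, HyS0051.3, HyS0051.4, HyS0051.5 and HyS0385.10, which stand for sequences of the HyS0385 cluster, and HyS4821.1, all chosen after their values were seen.

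The alternatives set before the data were examined were RLE size factors, library size only, DESeq2 1.42.0, filterByExpr, no filter, a 2-fold minimum, only the compared groups, clutch or sample as a replicate block, a prior count of 0.5 in place of 2 for named genes, and leaving out each library in turn. Summing gene models with identical counts, with edgeR and with DESeq2, and leaving clutch B out of the fit were chosen after seeing the data. The tests were tried on simulated data, with changes put into 200 genes. These had a mean of at least 10 counts in the group compared against (the egg or DMSO), so recovery of genes that start near 0 was not measured. At 2-fold edgeR recovered 56% of the changed genes in poly(A)+ and 66% in rRNA-depleted libraries at 2 h.p.f., and at 4-fold 92% and 84%. For rRNA-depleted libraries at 2 h.p.f. 3.50% of the calls by edgeR and 17.6% of those by DESeq2 were of unchanged genes. For Triptolide against DMSO this share by edgeR was above the 5% aimed at, with 8.13% in poly(A)+ and 5.60% in rRNA-depleted libraries.

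The 2 pilot libraries were left out of the tests because they have no replicates. Introns, assembled transcripts, codon usage, sequence motifs, microRNA precursors and the other species of the study were not analysed here, since the counts cover protein-coding gene models only.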

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

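The comparisons of library types were planned, and of the tests of explanations in this part only that on reads carried over from the 4 h.p.f. libraries was set out before its result was seen. The other tests on carry-over and those on the clutches and on scaling were chosen afterwards.

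The change from the egg differed between the library types, by a test of the difference itself. Relative to rRNA-depleted libraries, edgeR called 117 genes higher and 674 lower in poly(A)+ libraries at 2 h.p.f., 451 and 895 at 3 h.p.f., 796 and 1018 at 4 h.p.f., and 560 and 313 at 7 h.p.f. That fit has no term for the sample behind each of 18 pairs of libraries. With the sample as a block the counts were 758 and 1531, 1309 and 1750.0, 1690.0 and 2086, and 930.0 and 1091 at the same stages. Without the poly(A)+ library of clutch A the higher genes were 74 at 2 h.p.f. and 271 at 3 h.p.f. Without the poly(A)+ library of clutch D at 7 h.p.f. there were 300.0 higher and 126 lower genes, and without the poly(A)+ egg library of clutch A 170.0 lower genes at 7 h.p.f.

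The effect of Triptolide also differed between the library types for cleared genes. Early-cleared genes had a median difference, poly(A)+ minus rRNA-depleted, of -0.70 (fry p = 3.39e-07; p = 2.95e-05 from camera with an estimated correlation). For late-cleared genes it was -0.13 (fry p = 0.0101; p = 0.143 from camera with an estimated correlation), and fry did not call it without the poly(A)+ DMSO library of clutch D (-0.04), the poly(A)+ Triptolide library of clutch D (-0.10) or the rRNA-depleted DMSO library of clutch G (-0.06).

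Genes above the egg in Triptolide lie outside those the paper discusses, apart from HyS0422.6 and HyS4764.1, which it names as higher in Triptolide, though it raises incomplete efficacy of the drug when it discusses clearance. Called more than 2-fold above the egg in Triptolide were, in poly(A)+ libraries, 692 gene models with 665 distinct sets of counts, and 68 of the 692 were lower than in DMSO. In this library type a longer poly(A) tail can raise the counts without transcription, which was not tested. In rRNA-depleted libraries there were 212 with 134 distinct sets of counts, and 131 of the 212 were lower than in DMSO. Copies of histone sequences make up 27 of the 692 and 78 of the 212. In both library types 6 genes were also higher than in DMSO. Histone sequences above the egg in Triptolide in rRNA-depleted libraries were, besides HyS0385.3, HyS0051.5 (log2 fold change 3.82, adjusted p = 0.00178 from edgeR), HyS0051.1 (1.29, adjusted p = 0.00469 from edgeR) and, less than 2-fold, HyS0051.4 (0.60, adjusted p = 0.0240 from edgeR). Of their excess in DMSO over the egg, histone sequences other than HyS0385.3 held 1.09% to 3.21% in Triptolide, and HyS0385.3 held 2.87% in clutch D and 2.70% in clutch G. In the table of counts, 619 gene models have the same counts as another gene model in every library.

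In rRNA-depleted libraries the histone H4 sequence of HyS0385.3 was higher in Triptolide than in the egg, with a log2 fold change of 6.62 and 742 and 637 counts over its 18 copies, against 4.87 to 9.66 in the egg. Scaling between the libraries is small beside this change, as the TMM factors of this type ranged from 0.933 to 1.05. The log2 fold change, 6.56 at the lowest over TMM, RLE and library size only, was therefore bound to stay high and adds no evidence. The summed share of other genes activated in DMSO, at least 0.902 times that of this sequence, does not decide on reads carried over from DMSO, as genes far above the counts expected raise it (HyS4821.1 with 104 and 111 against 13.0 and 11.2) and the median gene held 0%. Gene by gene, carry-over from DMSO as the only source is argued against. In both Triptolide libraries 38 of 59 genes expected at 10 or more counts and 60 of 112 (53.57%) expected at 5 or more had under 0.5 times the counts expected, where counting error alone would give 0.0277 and 0.364 genes. With either DMSO library alone as the source the shares were 53.6% to 67.1%. HyS0029.17 had 1 and 0 counts against 79.9 and 68.6. The upper 95% Poisson limit lay under 0.5 times the counts expected for 35.6% of the 59 and 23.2% of the 112, in a version that cannot call genes expected at few counts. Carry-over as a part of the source was not tested. Transcription of the H4 genes that Triptolide does not block is the biological explanation that the treatment gives, and it stays open and untested.

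At 2 h.p.f. in rRNA-depleted libraries DESeq2 called 20 genes higher than in the egg and edgeR 0 (112 at an unadjusted p under 0.05). The 20 hold 3 distinct sets of counts, and 18 of them are copies of 1 sequence. Reads carried over from the 4 h.p.f. libraries stay open, since other genes held, summed, 0.431 times the share of HyS0385.3 in clutch A and 0.833 times in clutch C, and the median gene held 0%. With the 6 h.p.f., the 7 h.p.f. or the DMSO libraries alone as the source, carry-over is argued against: at least 67.1% of genes expected at 5 or more counts had under 0.5 times the counts expected in both 2 h.p.f. libraries, where counting error alone would give at most 0.198 genes. With the 5 h.p.f. library alone 12 of 20 such genes did, and with the 3 h.p.f. libraries alone 0 of 4. At a minimum of 10 counts these sources left 8 and 0 genes, so carry-over from either stays open. For a mean over all later libraries, 13 of 14 genes at a minimum of 10 counts and 26 of 32 at a minimum of 5 had under 0.5 times, and the upper 95% Poisson limit lay under 0.5 times for 57.14% and 25%. That goes against this mixture, but its make-up had to be assumed, so carry-over from several later libraries in other amounts stays open. Transcription by 2 h.p.f., the explanation that the time course gives, stays open and untested.

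At 4 h.p.f. in rRNA-depleted libraries HyS0385 held 1.66% of the counts in clutch A and 0.846% in clutch C. No tested explanation was excluded. Clutch C being further back in development may account for it: other genes that were higher in DMSO at 7 h.p.f. than in the egg had a median difference of clutch A minus C of 0.66 (log2) in rRNA-depleted and 0.37 in poly(A)+ libraries at 4 h.p.f. In the egg the median was 0 in both, with quartiles of 0 and 0 in rRNA-depleted and -0.07 and 0 in poly(A)+ libraries. Genes chosen for a rise from the egg have few reads there, so the egg value was bound to lie near 0 and adds no evidence. Histone reads lost in the clutch C rRNA-depleted library alone stay open. The median of 0.37 is neither near 0 nor large, and it is of other genes, so it cannot decide on histone reads. In poly(A)+ libraries the share was 4.76 times as high in clutch A as in clutch C, against at most 1.46 at the earlier stages. Loss in the rRNA-depleted library alone would not give that ratio, but it rests on a single library per clutch. Clutches are taken here as separate spawnings, which the labels do not state, and a biological difference between them stays open and untested.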

How the results depend on the processing

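Of the alternatives in this part, summing gene models with identical counts (with edgeR and with DESeq2) and leaving out clutch B were chosen after seeing the data. Over 55 results of comparisons with 670 alternative values, other settings left 347 on the same side and within 1.5 times, 4 weaker and 87 moved, and leaving out 1 library left 180 the same, 3 weaker and 49 moved. For 260 results of named genes, other settings left 892 values the same, 26 weaker, 23 stronger, 37 moved (26 of them with a prior count of 0.5 in place of 2) and 1 reversed, and leaving out 1 library left 456 the same, 38 weaker, 10 stronger, 27 moved and 1 reversed. A total of 14 and 183 results had no change under any alternative run. The counts of detected genes, of H4K20 methyltransferase genes higher at 7 h.p.f. and of late-cleared genes were within 1.5 times under all alternatives run for them. What the low depth of the clutch B libraries at 5 to 7 h.p.f. costs in calls was not tested. Where an arm is left with 1 library it is assumed to vary like the others. RLE and DESeq2 moved the median of all genes for Triptolide against DMSO in rRNA-depleted libraries from 0.08 to -0.12 each, and at 7 h.p.f. against the egg from 0 to 0.12 and 0.15 in rRNA-depleted and from 0.13 to 0.21 and 0.25 in poly(A)+ libraries. Where no cause is given below, the cause was not tested.

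DESeq2 in place of edgeR moved the genes higher than in the egg from 225 to 475 in poly(A)+ libraries at 2 h.p.f., and in rRNA-depleted libraries from 0 to 20 at 2 h.p.f. and from 59 to 151 at 3 h.p.f. The lower genes there went from 0 to 3, from 5 to 10 and, at 4 h.p.f., from 81 to 205. Higher genes in Triptolide went from 954 to 1541 in poly(A)+ and from 2847 to 1418 in rRNA-depleted libraries. Genes relatively higher in poly(A)+ libraries went from 117 to 285 at 2 h.p.f. and from 451 to 701 at 3 h.p.f., and those relatively lower at 7 h.p.f. from 313 to 803. DESeq2 with identical gene models summed gave 475 higher genes in poly(A)+ libraries at 2 h.p.f., 1529 higher in Triptolide there and 1356 in rRNA-depleted libraries, and in rRNA-depleted libraries 3 higher and 2 lower at 2 h.p.f., 11 higher at 3 h.p.f., 290.0 higher and 182 lower at 4 h.p.f., and 500.0 in place of 773 higher at 5 h.p.f. Summing identical gene models with edgeR gave in rRNA-depleted libraries 1 higher gene at 2 h.p.f., 5 higher and 2 lower at 3 h.p.f., 238 in place of 471 higher at 4 h.p.f., and 1476 higher in Triptolide; here several gene models become 1.

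RLE gave 1252 higher genes in Triptolide in rRNA-depleted libraries, and leaving clutch B out of the fit 1724. Library size only gave 3 lower genes at 3 h.p.f. and 129 at 4 h.p.f. in rRNA-depleted libraries. With filterByExpr 478 genes were relatively lower in poly(A)+ libraries at 7 h.p.f. With no filter 19, 184 and 718 genes were higher at 2, 3 and 4 h.p.f. in rRNA-depleted libraries. A 2-fold minimum, which by its construction keeps fewer genes, gave in poly(A)+ libraries 60.0 higher and 616 lower genes at 2 h.p.f., 245 and 786 at 3 h.p.f., 1238 and 915 at 4 h.p.f. (from 2112 and 1580.0), 2301 lower at 7 h.p.f. (from 3762) and 162 higher in Triptolide. In rRNA-depleted libraries it gave 1, 17, 108, 957 and 1814 lower genes at 3, 4, 5, 6 and 7 h.p.f. (the last 3 from 273, 2156 and 3351), and 371 higher in Triptolide. Genes lower at some stage went from 4472 to 2940.0, and genes relatively higher in poly(A)+ libraries to 53, 228 and 429 at 2, 3 and 4 h.p.f. With only the compared groups, where fewer libraries set the spread, 344 genes were higher in poly(A)+ libraries at 2 h.p.f. and 2610.0 in Triptolide, and in rRNA-depleted libraries 24 higher and 0 lower by edgeR at 3 h.p.f. (59 and 5 with all libraries; 287 and 82 at an unadjusted p under 0.05 and 151 and 10 by DESeq2 with all libraries), 234 and 41 at 4 h.p.f., 126 lower at 5 h.p.f., 4099 lower in Triptolide (from 2307), and 3 H4K20 methyltransferase genes higher at 4 h.p.f. (from 11).

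With clutch as a replicate block 1021 genes were higher and 2041 lower in poly(A)+ libraries at 2 h.p.f., 1742 and 2397 at 3 h.p.f., 3019 lower at 4 h.p.f. and 2653 higher in Triptolide. The block gave in rRNA-depleted libraries 20.0 higher at 2 h.p.f., 10.0 lower at 3 h.p.f., 318 lower at 4 h.p.f. and 4046 lower in Triptolide. The medians of cleared genes, Triptolide against DMSO, kept their direction but fry no longer called them: early-cleared -0.46 in poly(A)+ and 0.25 in rRNA-depleted libraries, late-cleared 0.40 and 0.49. Those fits held only the treated libraries of each type, which leave little to measure the spread, so the lost calls decide nothing. The counts of 2653 and 4046 come from the same fits. At 2, 3 and 4 h.p.f. the fits with clutch as a block held only the libraries up to 4 h.p.f., so they differ from the main fit in more than the block. With the sample behind each pair of libraries as a replicate block, genes relatively higher and lower in poly(A)+ libraries were 758 and 1531 at 2 h.p.f., 1309 and 1750.0 at 3 h.p.f., 1690.0 and 2086 at 4 h.p.f., and 930.0 and 1091 at 7 h.p.f. Klf11 (HyS0034.34) at 7 h.p.f. went from 0.18 to -0.32 with clutch as a block, a value that rests on clutch D alone. The block left the other comparisons it was run for within 1.5 times, and 64 of 75 values of named genes the same.

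With TMM-scaled counts in place of TPM 385.0 genes, in place of 714, peaked at 4 to 7 h.p.f. Early-cleared genes were 1018 with a 1.5-fold minimum and 986 without the rule on rises, in place of 564. The HyS0385 share at 3 h.p.f. was 2.42 times that of the egg, 2.80 times in clutch A alone and 2.19 times as the median of its genes. The correlation of DMSO and untreated embryos over genes with more than 1 CPM went from 0.995 to 0.987 in poly(A)+ and from 0.989 to 0.974 in rRNA-depleted libraries, where pseudocounts of 0.5 and 5 gave 0.985 and 0.992.

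Leaving out 1 library in turn gave these ranges. In poly(A)+ libraries higher genes were 93 to 149 at 2 h.p.f., 339 to 480.0 at 3 h.p.f. and 857 to 1747 at 4 h.p.f., lower genes 596 to 937 at 2 h.p.f., and in Triptolide 178 to 735 higher and 2217 to 3081 lower. In rRNA-depleted libraries they were 0 to 1 higher at 2 h.p.f. by edgeR (112 at an unadjusted p under 0.05 with all libraries, 20 by DESeq2), 24 to 58 higher and 0 to 1 lower at 3 h.p.f. (82 lower at an unadjusted p under 0.05 with all libraries, 10 by DESeq2), 279 to 624 higher and 19 to 122 lower at 4 h.p.f., 163 to 216 lower at 5 h.p.f., and in Triptolide 1332 to 1912 higher and 1238 to 1575 lower. H4K20 methyltransferase genes higher at 4 h.p.f. ranged from 5 to 14. Genes relatively higher in poly(A)+ libraries ranged from 74 to 108 at 2 h.p.f., 271 to 414 at 3 h.p.f. and 300.0 to 508 at 7 h.p.f., and relatively lower at 7 h.p.f. from 126 to 256. The difference between library types in the effect of Triptolide on late-cleared genes ranged from -0.20 to -0.041. HyS0059.50 at 4 h.p.f. in poly(A)+ libraries ranged from -1.15 without clutch A, where its direction turned, to 2.82 without clutch C.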

Differences from the paper's values

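The alternatives named here were set before the data were examined, except the summing of identical gene models, which was chosen after seeing the data. Genes were called at an adjusted p under 0.05, the threshold that the paper states, and DESeq2 is the tool that its methods name. A value is said to lie within the paper's where neither is more than 1.5 times the other.

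At 2 h.p.f. in rRNA-depleted libraries edgeR called 0 genes higher than in the egg (112 at an unadjusted p under 0.05), and the paper's value is 20. DESeq2 (20), no filter (19) and clutch as a replicate block (20) lay within the paper's value. RLE, library size only, filterByExpr, a 2-fold minimum and only the compared groups, each with 0 genes by edgeR, did not. At 3 h.p.f. edgeR called 59 genes and the paper's value is 151. DESeq2 (151) and no filter (184) lay within it, while RLE, library size only, filterByExpr and a 2-fold minimum (59 each), only the compared groups (24) and the replicate block (47) did not. In poly(A)+ libraries at 2 h.p.f. 225 genes were higher and the paper's value is 471. DESeq2 (475) and only the compared groups (344) lay within it, as did DESeq2 with identical gene models summed (475), which was chosen after seeing the data, and how many of the paper's own called genes it drops could not be counted without their list. At the same stage RLE (240.0), filterByExpr (213), library size only (227), a 2-fold minimum (60.0), no filter (189) and the replicate block (1021) lay outside it.

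Gene models with the counts of a HyS0385 gene model, all copies included, held 0.538% of the TPM in rRNA-depleted egg libraries, and the paper's value for all histone mRNA is 1.8%. In clutch A alone they held 0.490%, which differs as well. By 4 h.p.f. their share was 28.7 times that of the egg, and 40.0 times in clutch A alone, and the paper's value is 18. This group of genes is narrower than the paper's, because no list of all histone genes was at hand.

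For early-cleared genes in rRNA-depleted libraries the Wilcoxon signed-rank test over genes, Triptolide against DMSO, gave p = 4.14e-52, and the paper's value is 8e-27. By the rule of 1.5 times all alternatives differ from it: RLE (1.57e-24), replicate block (1.09e-27), genes cleared by DESeq2 with fold changes from edgeR (1.24e-58), filterByExpr (2.66e-46), library size only (5.60e-43), a clearance minimum of 1.5-fold (2.08e-106) and no rule on rises (1.35e-15). For late-cleared genes in rRNA-depleted libraries it gave p = 5.65e-219, and the paper's value is 2e-165. By that rule all alternatives differ here too: RLE (4.77e-157), genes cleared by DESeq2 with fold changes from edgeR (2.03e-185), replicate block (7.62e-195), library size only (7.84e-212), no rule on rises (1.67e-226), filterByExpr (1.94e-228) and 1.5-fold (7.72e-307). P-values of a test over genes depend on the number of genes, so the rule does not measure how far the results differ. The sets here have 564 and 1453 genes, and the sizes of the paper's sets were not at hand. In both sets the genes were higher in Triptolide, the direction that the paper reports.

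For HyS0020.263, Triptolide against DMSO in rRNA-depleted libraries, the adjusted p from edgeR was 0.0106 and the paper's value is 0.06. DESeq2 (0.0620) and RLE (0.0698) lay within it, while filterByExpr (0.0182), library size only (0.00761), no filter (0.00346), only the compared groups (0.0121) and the replicate block (0.00395) did not. Leaving out the DMSO library of clutch D (0.0424), that of clutch G (0.0795) or the Triptolide library of clutch G (0.0801) also gave values within it, and leaving out the Triptolide library of clutch D (0.0236) did not. For HyS0044.85 the adjusted p from edgeR, in units of 1e-7, was 1845 and the paper's is about 2 in Fig 6D, read by eye. DESeq2 (2.25) lay within it, while RLE (11422), filterByExpr (2936), library size only (629), no filter (60.1), only the compared groups (328) and the replicate block (4.62e-07) did not. For HyS0073.69 it was 0.00341 and the paper's is about 0.02 in Fig 6D, read by eye. DESeq2 (0.0181) lay within it, while RLE (0.0765), filterByExpr (0.00803), library size only (0.00795), no filter (0.00623), only the compared groups (0.00725) and the replicate block (0.00217) did not. Without the DMSO library of clutch D (0.0146) or the Triptolide library of clutch G (0.0182) it lay within the paper's value too, and without the DMSO library of clutch G (0.0405) or the Triptolide library of clutch D (0.0347) it did not.

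The paper describes a weak rise of HyS0020.263 in Triptolide that its test does not call in rRNA-depleted libraries, and edgeR called it higher there, in the same direction, with a log2 fold change of 0.61. The 3 other predicted targets were higher in Triptolide by edgeR there, as the paper reports, with log2 fold changes of 0.94 for HyS0018.150, 0.93 for HyS0044.85 and 0.43 for HyS0073.69.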

Other observations

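The 1 test in this part of carry-over from the 4 h.p.f. libraries by summed share was set out before its result was seen, and the tests of carry-over gene by gene, the choice of genes in the next paragraphs and the overlap between library types were chosen afterwards.

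Some maternal genes named in the paper had lower and some had similar levels in larvae. In poly(A)+ libraries E2f2 (HyS0045.22) had 348 ± 55.7 TPM in the egg (SD, n = 3), 370 ± 15.5 TPM at 7 h.p.f. and 7.21 ± 1.19 TPM at 72 h.p.f. (SD, n = 2 each), a log2 fold change from egg to 72 h.p.f. of -4.58 (standard error 0.22, adjusted p = 4.86e-12 from edgeR). Dp-1 (HyS0058.97), the dimer partner of E2F proteins, had 128 ± 19.6 TPM in the egg (SD, n = 3), 144 ± 2.34 TPM at 24 h.p.f. and 24.6 ± 1.19 TPM at 72 h.p.f. (SD, n = 2 each). Against the egg its log2 fold change was 0.71 at 24 h.p.f. (standard error 0.13, adjusted p = 1.12e-04 from edgeR) and -1.38 at 72 h.p.f. (standard error 0.14, adjusted p = 1.002e-07 from edgeR). E2f7 (HyS0034.46) was at 2.34 ± 0.920 TPM (SD, n = 2) at 72 h.p.f., with a log2 fold change of -5.56 (standard error 0.25, adjusted p = 2.54e-12 from edgeR). MafF (HyS0002.413) had 205 ± 55.4 TPM in the egg (SD, n = 3), 56.9 ± 4.84 TPM at 24 h.p.f. and 187 ± 35.7 TPM at 72 h.p.f. (SD, n = 2 each). Its TPM was thus no higher at 72 h.p.f. than in the egg, while the TMM-scaled test gave a log2 fold change of 0.88 (standard error 0.22, adjusted p = 0.00176 from edgeR). Per gene model, the linker histone H1.4 (HyS0030.125) fell from 613 ± 41.1 TPM in the egg (SD, n = 3) to 9.73 ± 0.631 TPM at 24 h.p.f. (SD, n = 2), a log2 fold change of -5.45 (standard error 0.22, adjusted p = 9.33e-13 from edgeR). The median log2 fold change of all genes against the egg was 0.76 at 24 h.p.f. and 0.77 at 72 h.p.f., about as large as the positive values given here, so these are not read as a rise. The genes were picked from those of Fig 4B and the H1.4 genes after their values were seen.

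Some genes were higher in Triptolide than in both the egg and DMSO. Among the 692 genes more than 2-fold above the egg in poly(A)+ libraries, 55 were higher and 68 lower than in DMSO, and among the 212 in rRNA-depleted libraries 10 were higher and 131 lower; without repeats of the same counts the 692 and 212 come to 665 and 134. The 2 groups share 67 gene models, with 27 copies of the histone sequence HyS0051.1 among them, and both come from the same embryos. HyS0120.13 had 4.58 TPM in Triptolide, 0 TPM in DMSO and 0.0245 TPM in the egg in poly(A)+ libraries (n = 2, 2 and 3), and 3.54, 0 and 0.0515 TPM in rRNA-depleted libraries. The retrotransposon-like genes HyS0422.6 and HyS4764.1, which the paper names, are among the 6 genes above egg and DMSO in both library types.

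Carry-over of reads was tested gene by gene in 6 versions by the upper 95% Poisson limit of the counts, over 3 reference groups of libraries and minimums of 5 and 10 expected counts, and later by the observed counts. The minimums and the bounds on the share of low genes were chosen after the results were seen. The first test of carry-over into Triptolide, by summed share, gave 0.902 and 0.905 in clutches D and G, but such a sum is raised by a few genes far above the counts expected, and the median gene held 0% in both. Against the 4 h.p.f. libraries alone, the 3 genes tested had fewer counts than expected in both 2 h.p.f. libraries, and 0 of the 3 had under 0.5 times. Among genes not below 0.5 times the counts expected from DMSO in both Triptolide libraries, HyS4716.1, a retrovirus-related open reading frame, had 158 and 77.5 counts against 188 and 161, and HyS4654.1 had 87.8 and 53.9 against 148 and 127, with the clutch G values under 0.5 times. A count of 0 has an upper limit of 3.69, so a gene expected at few counts cannot be called low by that limit, and the observed counts decide instead for carry-over from DMSO. A changed test of the clutches based on the ratio of 4.76 was tried and then set aside for the test first written. A further test asked whether low counts in a single clutch, and not carry-over, explain the values at 2 h.p.f. It went against low counts in a single clutch, but it was not kept among the tests reported here and its value is not given.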
